# Small-RNA-Mediated Genome-wide *trans*-Recognition Network in *Tetrahymena* DNA Elimination

**DOI:** 10.1016/j.molcel.2015.05.024

**Published:** 2015-07-16

**Authors:** Tomoko Noto, Kensuke Kataoka, Jan H. Suhren, Azusa Hayashi, Katrina J. Woolcock, Martin A. Gorovsky, Kazufumi Mochizuki

## Abstract

Small RNAs are used to silence transposable elements (TEs) in many eukaryotes, which use diverse evolutionary solutions to identify TEs. In ciliated protozoans, small-RNA-mediated comparison of the germline and somatic genomes underlies identification of TE-related sequences, which are then eliminated from the soma. Here, we describe an additional mechanism of small-RNA-mediated identification of TE-related sequences in the ciliate *Tetrahymena*. We show that a limited set of internal eliminated sequences (IESs) containing potentially active TEs produces a class of small RNAs that recognize not only the IESs from which they are derived, but also other IESs in *trans*. This *trans* recognition triggers the expression of yet another class of small RNAs that identify other IESs. Therefore, TE-related sequences in *Tetrahymena* are robustly targeted for elimination by a genome-wide *trans*-recognition network accompanied by a chain reaction of small RNA production.

## Highlights

• Two types of siRNAs (scnRNAs) are expressed in *Tetrahymena* sexual reproduction
• Early-scnRNAs are produced from Type-A IESs containing potentially active transposons
• Early-scnRNAs *trans*-recognize Type-B IESs and trigger late-scnRNA production in *cis*
• Late-scnRNA production forms *trans*-recognition network for robust IES elimination

## Introduction

Transposable elements (TEs) are threats to host genome integrity in addition to being drivers of host genome evolution. Hosts have therefore developed defense mechanisms to convert TEs into silent residents (Levin and Moran, 2011). Different eukaryotes use a variety of RNAi-related mechanisms to distinguish TEs from the host genome and to downregulate them. In mammals and flies, TE silencing is mediated by Piwi-interacting RNAs (piRNAs) that are produced from genomic loci, called piRNA clusters, where accumulation of TE remnants creating a genetic memory of TEs (Guzzardo et al., 2013; Siomi et al., 2011). In nematodes, however, piRNAs have enormous targeting capacity beyond TEs and are counteracted by CSR-1-bound 22G-RNAs that hold an epigenetic memory of previous gene expression (Seth et al., 2013; Wedeles et al., 2013). In contrast to these memory-based TE identification systems in metazoans, plants and yeasts utilize intrinsic features of TEs for their identification. In *Arabidopsis* pollen formation, the active de-silencing of TEs in somatic cells causes accumulation of TE-derived aberrant RNAs, producing small interfering RNAs (siRNAs), which then move into an adjacent germline cell to reinforce TE silencing (Slotkin et al., 2009). The yeasts *Cryptococcus neoformans* and *Schizosaccharomyces pombe* use transcripts with suboptimal RNA structure in the host-splicing machinery as a sign of non-self genetic material and compose siRNAs from these transcripts to silence TEs (Dumesic et al., 2013; Lee et al., 2013).

Nuclear dimorphism allows ciliated protozoans to identify TEs in a unique way (Chalker et al., 2013). Most ciliates contain two types of nuclei in a single cell: the transcriptionally silent germline micronucleus (MIC) and the transcriptionally active somatic macronucleus (MAC). During sexual reproduction (conjugation, Figure 1A), the MIC produces new MICs and MACs, while the parental MAC is discarded. TEs and their remnants are mostly removed from the new MAC by programmed DNA elimination (Arnaiz et al., 2012; Chen et al., 2014; Coyne et al., 2012). In the two closely related oligohymenophorean ciliates *Paramecium* and *Tetrahymena*, genome-wide production of siRNAs (called scnRNAs) occurs in the MIC upon sexual reproduction. These scnRNAs then move into the parental MAC, where scnRNAs complementary to its genome are degraded. The remaining MIC-specific scnRNAs are then transferred into the new MAC, where they target complementary DNA for elimination (Mochizuki et al., 2002; Sandoval et al., 2014; Schoeberl et al., 2012). In a conceptually similar strategy, the more distantly related spirotrichous ciliates (e.g., *Oxytricha*) produce small RNAs from the parental MAC that then protect their complementary DNA in the new MAC from elimination (Fang et al., 2012). Both mechanisms identify TEs and their remnants as sequences present in the MIC, but not in the MAC.

In *Tetrahymena*, DNA elimination reproducibly removes >8,000 DNA segments, called internal eliminated sequences (IESs), that comprise ∼30% of the MIC genome (Coyne et al., 2012). IESs include all known TEs and certain unique sequences that are potentially remnants of TEs (Eisen et al., 2006; Yao et al., 2003). *Tetrahymena* scnRNAs (∼26- to 32-nt [mainly 28- to 30-nt] siRNAs) are produced in the MIC by the Dicer protein Dcl1p (Malone et al., 2005; Mochizuki and Gorovsky, 2005) and are loaded into the Argonaute protein Twi1p (Noto et al., 2010; Woehrer et al., 2015). The absence of Dcl1p or Twi1p completely blocks DNA elimination, indicating that scnRNAs are necessary for the elimination of all IESs.

It has been suggested that IESs in *Tetrahymena* are identified solely by scnRNA-mediated subtraction of the MAC genome sequence from the MIC genome (Mochizuki et al., 2002). However, in such a genome-subtraction system, any errors in DNA elimination can be transgenerationally inherited. Therefore, there could be additional mechanisms ensuring the accuracy of DNA elimination. Furthermore, our previous report that the production of scnRNAs from the MIC genome is non-uniform (Schoeberl et al., 2012) indicates that an additional mechanism beyond simple genome-subtraction is involved in DNA elimination. In this study, we describe a small RNA-mediated regulation of DNA elimination in *Tetrahymena*, in which a genome-wide trans-recognition network functions in a piRNA pathway-like memory-based genome surveillance and information amplification system to ensure the robust transgenerational transmission of TE memory.

## Results

### Late-scnRNAs Are Expressed at Late Conjugation Stages

We previously reported that scnRNAs in *Tetrahymena* are produced non-uniformly from the MIC genome at two levels (Schoeberl et al., 2012): (1) although scnRNAs are produced from a variety of regions in the MIC genome, many >100-kb stretches of MIC regions are scnRNA deserts (referred to as global bias); and (2) within scnRNA-producing regions, scnRNAs are preferentially produced from IESs (referred to as local bias). 

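Small RNAs of the scnRNA size class were sequenced from conjugating WT cells at 3, 7, 7.5, 8, 10.5 and 12 hpm, with 1 library per time point (no replicates). The authors mapped the start of each read to the MIC supercontigs, joined end to end from the longest to the shortest, and kept the reads that mapped to 1 place only. For 8, 10.5 and 12 hpm the deposited values are RPM, the number of uniquely mapped reads in each 100-nt bin scaled to the total of the library, over the whole genome of 157.7 Mb. The libraries of 3 and 7 hpm are in bins of 50 kb, which are wider than IESs, and the library of 7.5 hpm covers a stretch of 347.3 kb only. All values were converted to RPKM, which for a 100-nt bin is 10 times its RPM, so that a library spread evenly over the genome would have 6.34 RPKM everywhere. The values are whole multiples of 1 read, and the size of that step gave the number of uniquely mapped reads in each library, which was 9075230 at 3 hpm, 18184840 at 7 hpm, 22102732 at 7.5 hpm, 18319886 at 8 hpm, 13209825 at 10.5 hpm and 9473836 at 12 hpm. In a 100-nt bin, 3 reads correspond to 1.64 RPKM at 8 hpm, 2.27 RPKM at 10.5 hpm and 3.17 RPKM at 12 hpm, which is the smallest signal taken as visible in 1 bin. The stretch sequenced at 7.5 hpm was placed by its profile, which matched the library of 8 hpm from nucleotide 94497301 to 94844600 of the joined genome (r = 0.89, across bins, against 0.27 at the next best place), and was taken as the supercontig shown in Figure 1D. Because the lengths of the supercontigs were not in the files analysed here, the end of B-regions was read by eye from Figure 1B as 66 Mb, which puts 41.9% of the genome in B-regions. The IES positions came from Table S1, which as given ends at 46.6 Mb of the joined genome, with the last IES listed on supercontig 26. Values for supercontigs 1 to 26 run to that place. The table lists 1998 IESs on these supercontigs. Of these, 1195 are of Type B, 582 of Type A and 38 of Type C, and 183 have no type. Each supercontig was placed on the joined genome by sliding its IESs along the HA-Twi11p profile (r between 0.50 and 0.69 at the place chosen and at most 0.25 elsewhere). A bin was counted as inside an IES when at least 50% of it lay there. Shares of reads are given with a 95% Wilson interval, which covers sampling of reads only. Densities are given with a 95% bootstrap interval from 2000 resamples of the 26 supercontigs, or of blocks of 1 Mb for values of the whole genome. These intervals describe variation along the genome within a library and not variation between cultures.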

We confirmed these observations by analyzing the production of scnRNAs throughout the MIC genome (Figure 1B). Currently available sequences of the MIC genome, which were derived from five MIC chromosomes, were assembled into 1,464 supercontigs (SCs). These SCs were ordered by length (longest to shortest; see Figure 1B, “SCs”) and concatenated as 158 Mb of linear DNA, which was used as the MIC genome for this study. The first 25 nt of scnRNA sequences (26–32 nt) from wild-type (WT) cells were then mapped to the MIC genome, and the number of scnRNAs mapping uniquely to the MIC genome was determined.

As shown in Figures 1B–1D, at early- (3 hr post-mixing [hpm]) to mid-conjugation (7 hpm), scnRNAs were mainly produced from regions of the MIC genome represented by shorter SCs (for example, SC114; Figure 1D), which are referred to as A-regions. 

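At 3 hpm, 9.63% of the uniquely mapped reads of WT cells came from B-regions (95% Wilson interval 9.61 to 9.65, no replicates), and at 7 hpm 9.53% (9.51 to 9.54), although B-regions make up 41.9% of the genome. The mean density in A-regions was 9.86 RPKM at 3 hpm and 9.87 RPKM at 7 hpm. B-regions had 1.46 RPKM and 1.44 RPKM at the same stages, so that the ratio of A-region to B-region density was 6.75 at 3 hpm and 6.83 at 7 hpm. In the 300 kb from nucleotide 94500001 to 94800000 of the joined genome, which lie in the supercontig of Figure 1D, the density was 7.71 RPKM at 3 hpm, 6.41 RPKM at 7 hpm and 6.62 RPKM at 7.5 hpm. The B-region share was nearly unchanged between these early stages but rose later. Among the alternatives that were run, the size of that rise depended most on which supercontigs were counted as B-regions. The log2 ratio of the shares at 10.5 and 3 hpm was 0.93 with all B-regions and 1.28 with supercontigs 1 to 26 only. From the concentration of reads in the shorter supercontigs, the paper names these the A-regions.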

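The window of Figure 1C runs from 0.45 to 0.75 Mb of supercontig 1. Its density in WT cells was 0.17 RPKM at 3 hpm and 0.24 RPKM at 7 hpm (1 library each, no replicates), averaged over the 6 bins of 50 kb that make up the window. These values lie far under the genome mean of 6.34 RPKM that every library has by construction. Over supercontigs 1 to 26 together, taken up to the last listed IES at 46.6 Mb, 4.86% of the reads were found at 3 hpm and 5.46% at 7 hpm.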

In contrast, scnRNAs were rarely produced from regions represented by longer SCs (for example, SC1; Figure 1C), which are referred to as B-regions. This pattern is partially caused by the local bias because IESs are concentrated in A-regions (Figure 1B, IESs). 

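Table S1 places 13 IESs in the window of supercontig 1 shown in Figure 1C, from IES26 to IES38, and 9 of them are of Type B. Across supercontigs 1 to 26 the files at 3 and 7 hpm resolve bins of 50 kb only, so IESs were compared through the part of each bin that they fill. Among the 508 bins without any Type-A IES, the Spearman correlation of the density with the part of the bin filled by Type-B IESs was 0.02 at 3 hpm and 0.10 at 7 hpm. In the same 508 bins it was 0.61 at 8 hpm, 0.69 at 10.5 hpm and 0.69 at 12 hpm. These correlations are across bins of 1 library each, and bins are not independent replicates, so no p-value is attached to them. With Type-A IESs the correlation across all 932 bins was 0.50 at 3 hpm and 0.47 at 7 hpm. From what it describes as an absence of scnRNAs at B-region IESs, the paper reasons that the clustering of IESs alone does not account for the pattern.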

However, local bias does not fully explain the scnRNA production pattern; although IESs are also present in B-regions, they are not the origin of scnRNAs (Figure 1C, 3 hpm and 7 hpm, where magenta and sky-blue boxes represent IESs). Therefore, we conclude that the global bias is due to a lack of scnRNA production from the B-regions of MIC chromosomes.

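The median over bins of 50 kb, which a few bins with many reads cannot move, was 0.42 RPKM in B-regions and 6.46 RPKM in A-regions of WT cells at 3 hpm, and 0.53 RPKM and 5.19 RPKM at 7 hpm (no replicates). In supercontigs 1 to 26, the 157 bins with neither Type-A nor Type-B IESs had a median of 0.26 RPKM at 3 hpm, and the 351 bins with Type-B but no Type-A IESs had 0.24 RPKM. The 424 bins with Type-A IESs had 0.60 RPKM. The end of B-regions at 66 Mb is uncertain, and other ends were tried after the data had been seen. The log2 ratio of the B-region shares at 10.5 and 3 hpm was 1.03 with an end at 60 Mb and 0.79 with an end at 70 Mb. The paper attributes the global bias to a lack of scnRNA production from B-regions.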

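In WT cells the B-region share of uniquely mapped reads was 11.85% at 8 hpm (95% Wilson interval 11.84 to 11.87), 18.40% at 10.5 hpm (18.38 to 18.42) and 18.63% at 12 hpm (18.60 to 18.65), with 1 library per time point (no replicates). Compared with 3 hpm, the share at 10.5 hpm was higher by 0.93 on the log2 scale (95% bootstrap interval over blocks of 1 Mb, 0.73 to 1.15). The mean density in B-regions was 1.80 RPKM at 8 hpm, 2.79 RPKM at 10.5 hpm and 2.82 RPKM at 12 hpm. In the window of supercontig 1 it rose from 0.24 RPKM at 7 hpm to 0.46 RPKM at 8 hpm, 0.94 RPKM at 10.5 hpm and 0.76 RPKM at 12 hpm. The file of 7.5 hpm holds no B-region, so the stage is not analysed here for these regions.

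Inside the Type-B IESs of supercontigs 1 to 26, the mean density was 5.23 RPKM at 8 hpm (95% bootstrap interval over supercontigs 5.01 to 5.45), 13.29 RPKM at 10.5 hpm (12.80 to 13.81) and 11.95 RPKM at 12 hpm (11.56 to 12.33). Outside IESs it was 0.76 RPKM at 8 hpm, 1.35 RPKM at 10.5 hpm and 1.46 RPKM at 12 hpm. The log2 enrichment of Type-B IESs over sequence outside IESs was 2.77 at 8 hpm (2.53 to 3.00), 3.30 at 10.5 hpm (3.09 to 3.52) and 3.04 at 12 hpm (2.72 to 3.38). None of 1000 circular shifts of the IES positions along the supercontigs gave an enrichment as large at any of the 3 stages (permutation p = 0.001, the smallest these shifts can give; 0.001 after Benjamini-Hochberg adjustment over 15 libraries). IESs of all types fill 11.8% of these supercontigs and held 55.2% of their reads at 8 hpm, 53.0% at 10.5 hpm and 49.0% at 12 hpm (Wilson interval of the value at 10.5 hpm, 52.96 to 53.12). Of the 100-nt bins in Type-B IESs, 86.7% had at least 1 read at 10.5 hpm, against 31.9% of the bins outside IESs. At least 1 RPKM was found in 1145 of 1195 Type-B IESs at 8 hpm, in 1171 at 10.5 hpm and in 1163 at 12 hpm, whereas shifted positions gave means of 260, 314 and 271. The share inside IESs depended on a small set of bins outside them. Without the 0.1% of bins that were highest in TWI1 MAC-KO, a set chosen after the data had been seen, the share at 12 hpm was 64.59%. All reads count in the shares inside IESs, those of Early-scnRNAs included, since no early signal was subtracted. The authors call the small RNAs that appear at these stages Late-scnRNAs and place their origin in IESs.

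**Figure D1:**
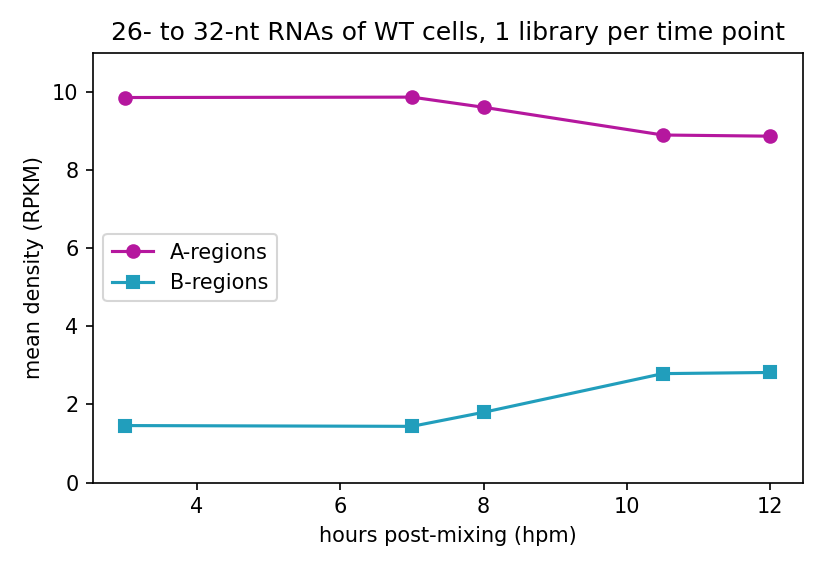
Mean density of uniquely mapped small RNAs in RPKM (vertical axis) against hours post-mixing (horizontal axis) in WT cells, for A-regions (circles) and B-regions (squares), with 1 library per point and no error bars because there are no replicates. The density in B-regions rises from 1.44 RPKM at 7 hpm to 2.79 RPKM at 10.5 hpm, while that in A-regions goes from 9.87 to 8.90 RPKM.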

In contrast to early conjugation, 26- to 32-nt small RNAs were expressed from B-regions at late conjugation stages (7.5–12 hpm, Figures 1B and 1C) and were produced almost exclusively from IESs (Figure 1C). We refer to small RNAs expressed only at late conjugation stages as “Late-scnRNAs” and scnRNAs expressed in the MIC during early conjugation as “Early-scnRNAs.” Henceforth, the generic term scnRNA includes both Early- and Late-scnRNAs. Because DNA-dependent RNA polymerase proteins were detected only in the parental and new MACs at late conjugation (Mochizuki and Gorovsky, 2004) and the parental MACs lack IESs, Late-scnRNAs must be expressed in the new MAC. Late-scnRNAs from most of the B-region IESs were detected as early as 7.5 hpm, immediately after the formation of the new MACs (see Figure 1A) and before the earliest detectable IES excisions (10 hpm) (Austerberry et al., 1984; Saveliev and Cox, 1994), indicating that Late-scnRNAs are produced before the IESs from which they are derived are excised from new MAC chromosomes.

Similar IES-derived siRNAs (iesRNAs) are expressed in *Paramecium* during late stages of sexual reproduction (Sandoval et al., 2014). However, iesRNAs are distinct from *Tetrahymena* Late-scnRNAs in several respects: (1) Late-scnRNAs are produced from IESs prior to their excision, but *Paramecium* iesRNAs are made from excised IESs; (2) some IESs express only Late-scnRNAs in *Tetrahymena,* but most, if not all, *Paramecium* IESs express both scnRNAs (probably the equivalent of Early-scnRNAs) and iesRNAs; (3) Early- and Late-scnRNAs are probably produced by the same Dicer enzyme (see below), but *Paramecium* scnRNAs and iesRNAs are processed by distinct Dicers. The potential functional relevance of these IES-derived small RNAs will be discussed in the Discussion section.

### Late-scnRNAs Are Loaded into Two Argonautes

Three Argonaute-encoding genes, *TWI1*, *TWI2*, and *TWI11*, are highly expressed at late conjugation stages (Figure 2A). To identify the Argonaute protein(s) loaded by Late-scnRNAs, we focused on Twi1p and Twi11p, because Twi2p is known to interact with another class of (23- to 24-nt) siRNAs (Couvillion et al., 2009). Consistent with the mRNA expression patterns, Twi1p is accumulated throughout conjugation, whereas Twi11p is only expressed during the late conjugation stages (Figure 2B).

Small RNAs co-precipitated with Twi1p by an anti-Twi1p antibody at 10.5 hpm were analyzed. 

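The small RNAs bound by Argonaute proteins were sequenced from 4 immunoprecipitates (IPs) at 10.5 hpm, with 1 library each (no replicates). An anti-Twi1p antibody precipitated maternal and zygotic Twi1p together from WT cells. The other IPs used tagged proteins, which were FLAG-HA-Twi1p expressed from the maternal MAC only, FLAG-HA-Twi1p expressed ectopically from an inducible promoter, and HA-Twi11p expressed zygotically. The deposited values are RPM in 100-nt bins, as for WT total RNA at 10.5 hpm, and were converted to RPKM in the same way. The libraries hold 17035572 reads for maternal and zygotic Twi1p, 25319089 reads for maternal FLAG-HA-Twi1p, 14692094 reads for ectopic FLAG-HA-Twi1p and 25634106 reads for HA-Twi11p. In 1 bin, 3 reads correspond to 1.761, 1.185, 2.042 and 1.170 RPKM in that order. Each IP was compared with WT total RNA at 10.5 hpm through the log2 ratio of their mean densities in Type-B IESs of supercontigs 1 to 26. An IP is scaled to its own reads, so these densities describe the makeup of the bound RNA and not its amount.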

A fraction of Twi1p-bound 26- to 32-nt small RNAs were derived from B-regions (Figure 2G), indicating that maternal and/or zygotic Twi1p binds to Late-scnRNAs. 

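Of the reads in the IP of maternal and zygotic Twi1p, 20.48% came from B-regions (95% Wilson interval 20.46 to 20.50, no replicates), against 18.40% of WT total RNA at 10.5 hpm. The window of supercontig 1 had 1.56 RPKM in the IP. The mean density in Type-B IESs was 13.21 RPKM (95% bootstrap interval over supercontigs 12.72 to 13.76), compared with 13.29 RPKM in total RNA, and 1183 of 1195 Type-B IESs had at least 1 RPKM. The log2 ratio to total RNA was -0.009 (-0.023 to 0.004), an interval that includes 0. Type-B IESs were enriched over sequence outside IESs by 2.89 on the log2 scale (2.43 to 3.25; circular-shift permutation p = 0.001, the smallest possible), and IESs held 45.8% of the reads of supercontigs 1 to 26. The estimate of enrichment was least stable when supercontig 1 alone was used, a setting added after the data had been seen. There it was 1.13, against 3.244 in total RNA. Its circular-shift permutation p of 0.853 counts shifts at least as far from 0 in either direction, so it does not show that enrichment is absent. In Type-B IESs of supercontig 1 the log2 ratio to total RNA was -0.011, so the gap in enrichment lay in sequence outside IESs. From the presence of B-region small RNAs in this IP, the paper infers that Twi1p binds Late-scnRNAs and at this point leaves open whether it is maternal, zygotic or both.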

Next, to distinguish maternal from zygotic Twi1p, FLAG-HA-tagged Twi1p (FLAG-HA-Twi1p) was expressed from a transgene inserted only into the maternal MAC in place of the endogenous *TWI1* gene (MAC replacement, see Figure 2C). The accumulation of maternally expressed FLAG-HA-Twi1p peaked at 2–6 hpm and persisted until 12 hpm (Figure 2D). In contrast, total Twi1p detected by an anti-Twi1p antibody accumulated stably until 14 hpm in the WT cells (Figure 2B). 

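In the IP of maternally expressed FLAG-HA-Twi1p, B-regions contributed 8.39% of the reads (95% Wilson interval 8.38 to 8.41, no replicates), and the window of supercontig 1 had 0.21 RPKM. Type-B IESs had a mean density of 1.26 RPKM (95% bootstrap interval over supercontigs 1.15 to 1.39). Compared with WT total RNA at the same stage, the log2 ratio was -3.40 (-3.53 to -3.25). Type-A IESs of the same supercontigs had 8.15 RPKM, against 9.86 RPKM in total RNA. The signal in Type-B IESs was low but above its surroundings, with 0.54 RPKM outside IESs and a log2 enrichment of 1.22 (0.95 to 1.49; circular-shift permutation p = 0.001, the smallest possible). At least 1 RPKM was found in 473 of 1195 Type-B IESs, whereas shifted positions gave a mean of 141. The number of detected IESs moved most with the threshold, to 932 at 0.5 RPKM and 98 at 2 RPKM. The paper contrasts this IP, from cells in which both forms of Twi1p are present, with that of all Twi1p.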

These results indicate that both maternal and zygotic Twi1p are accumulated at late conjugation stages (8–12 hpm); however, B-region-derived 26- to 32-nt small RNAs did not co-precipitate with FLAG-HA-Twi1p at 10.5 hpm (Figure 2H). 

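When FLAG-HA-Twi1p was expressed ectopically, 14.38% of the reads in its IP at 10.5 hpm came from B-regions (95% Wilson interval 14.37 to 14.40, no replicates). The density was 0.70 RPKM in the window of supercontig 1 and 4.82 RPKM in Type-B IESs (95% bootstrap interval over supercontigs 4.44 to 5.18). Relative to WT total RNA the log2 ratio was -1.46 (-1.57 to -1.37), and 1071 of 1195 Type-B IESs had at least 1 RPKM. The log2 enrichment of Type-B IESs over sequence outside IESs was 2.02 (1.87 to 2.16; circular-shift permutation p = 0.001, the smallest possible). Taking the median over Type-B IESs in place of the mean had the largest effect on the ratio to total RNA and gave -1.68. The paper uses this IP to argue that the tag does not keep Late-scnRNAs from being loaded.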

We suggest that this result was not caused by inhibition of Late-scnRNA loading by the FLAG-HA tag, because we found that B-region-derived 26- to 32-nt small RNAs were co-precipitated with FLAG-HA-Twi1p at 10.5 hpm when FLAG-HA-Twi1p was ectopically expressed by the inducible *MTT1* promoter from 5 hpm (Figure S1L). 

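The 3 IPs of Twi1p at 10.5 hpm differed in Type-B IESs by more than the variation along the genome. The log2 ratio to WT total RNA was -0.009 for maternal and zygotic Twi1p (95% bootstrap interval -0.023 to 0.004), -1.46 for ectopic FLAG-HA-Twi1p (-1.57 to -1.37) and -3.40 for maternal FLAG-HA-Twi1p (-3.53 to -3.25). The intervals do not overlap, but with 1 library per IP the variation between precipitations is unknown. The order stayed the same in every alternative that was run. Scaled to the reads of A-regions in place of all reads, the ratios were 0.028, -1.532 and -3.565. From the contrast between the IP of maternal FLAG-HA-Twi1p and the IP of all Twi1p, the paper assigns Late-scnRNAs to zygotic Twi1p and Early-scnRNAs to maternal Twi1p.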

Therefore, we conclude that maternal Twi1p binds only to Early-scnRNAs, whereas zygotic Twi1p interacts with Late-scnRNAs.

To analyze Twi11p-associated small RNAs, the *TWI11* locus in the MIC was replaced with an HA-*TWI11* gene (Figures S1A and S1B), resulting in zygotic expression of HA-Twi11p from the new MAC at late conjugation (MIC replacement; see Figure 2C). The temporal expression patterns of HA-Twi11p and endogenous Twi11p in WT cells were indistinguishable (compare Figure 2B, α-Twi11p and Figure 2E, α-HA), indicating that Twi11p is mainly zygotically expressed. Small RNAs that co-precipitated with HA-Twi11p shared a length distribution (Figures 2F and S1C) and base composition, including the Dicer-product signature (5′ U bias and A bias for the third base from the 3′ end) (Mochizuki and Kurth, 2013), with Twi1p-bound Early-scnRNAs (Figures S1D–S1G). Therefore, they were most likely produced by the same Dicer, Dcl1p. Twi11p-bound small RNAs were resistant to periodate oxidation (Figure S1H), indicating that, similar to Early-scnRNAs (Kurth and Mochizuki, 2009), they were modified at their 3′ ends, presumably by 2′-O-methylation.

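In the IP of zygotically expressed HA-Twi11p at 10.5 hpm, the mean density in Type-B IESs of supercontigs 1 to 26 was 38.66 RPKM (95% bootstrap interval over supercontigs 37.59 to 39.78, no replicates), against 1.62 RPKM outside IESs. The log2 enrichment was 4.58 (4.29 to 4.86; circular-shift permutation p = 0.001, the smallest possible), the highest of the 15 libraries with 100-nt bins over the whole genome. IESs held 68.3% of the reads in these supercontigs (95% Wilson interval 68.26 to 68.33), and 1194 of 1195 Type-B IESs had at least 1 RPKM. Relative to WT total RNA, Type-B IESs were higher by 1.54 on the log2 scale (1.499 to 1.578). With each library scaled to its A-region reads, the log2 ratio was 1.82, the largest shift among the alternatives. The paper chose Type-B IESs in part by their HA-Twi11p-bound RNAs and set IESs with very little of them aside as Type C. The supercontigs were also placed along this profile. The enrichment, its rank, the ratio to total RNA and the count of detected IESs are therefore partly built in. For the same reason the permutation p is not an independent test in this library. In the window of supercontig 1 the density was 2.27 RPKM. The highest of its IESs was IES32, a Type-B IES at 561256 to 564069 of supercontig 1, with 55.80 RPKM. From these origins the paper concludes that Twi11p binds Late-scnRNAs.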

The origins of HA-Twi11p-bound small RNAs included IESs in the B-regions (Figure 2I), indicating that Twi11p binds to Late-scnRNAs. Twi11p may predominantly interact with Late-scnRNAs, although we cannot exclude the possibility that certain Early-scnRNAs dissociate from Twi1p and are reloaded into Twi11p. HA-Twi11p-bound small RNAs mapped relatively homogeneously to the entire MIC genome (Figure 2I, left). 

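The mean density of HA-Twi11p-bound small RNAs was 4.95 RPKM in B-regions and 7.34 RPKM in A-regions (no replicates), a ratio of 1.48. B-regions held 32.66% of the reads (95% Wilson interval 32.64 to 32.67) in 41.9% of the genome. The medians over bins of 50 kb were 4.11 RPKM in B-regions and 7.30 RPKM in A-regions, so the distribution was more even than in total RNA but not flat.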

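At 10.5 hpm the ratio of A-region to B-region density was 3.19 in WT total RNA and 2.79 in the IP of maternal and zygotic Twi1p, compared with 1.48 in the HA-Twi11p IP (no replicates). The log2 ratio of A-region to B-region density in the HA-Twi11p IP differed from that in WT total RNA by -1.105 (95% bootstrap interval over blocks of 1 Mb, -1.278 to -0.916). Taking medians over bins of 50 kb in place of means moved this difference most, to -0.80 (-0.953 to -0.622). The paper sets the even distribution of the HA-Twi11p-bound RNAs against the A-region bias of the other libraries.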

This result is in clear contrast to the total (Figure 1B) and Twi1p-bound (Figure 2G, left) scnRNAs at the same stage (10.5 hpm), which mainly mapped to A-regions of the MIC genome. Because the density of IESs is higher in A-regions than B-regions, the homogeneous distribution of the origins of Twi11p-bound small RNAs indicates that Late-scnRNAs are preferentially produced from IESs in B-regions.

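Within supercontigs 1 to 26, the HA-Twi11p IP had 45.30 RPKM in B2 IESs (95% bootstrap interval over supercontigs 43.96 to 46.78), 30.68 RPKM in B1 IESs, 20.97 RPKM in A3 IESs, 12.99 RPKM in A2 IESs and 8.09 RPKM in A1 IESs (no replicates). Type-B IESs held 10.89% of all reads of this library and Type-A IESs of the same supercontigs 3.46%. In WT total RNA at 10.5 hpm the corresponding shares were 3.74% and 2.52%. The types in Table S1 were defined in part from HA-Twi11p-bound RNAs, so the order of the types in this IP is built into them. IESs of A-regions are not in the part of Table S1 analysed here. The alternative that moved the ratio of HA-Twi11p-bound to total RNA in Type-B IESs downward most was leaving out the 0.1% of bins with the highest values, which gave a log2 ratio of 1.355. From a higher density of IESs in A-regions and an even distribution of bound RNAs, the paper reasons that IESs in B-regions produce more Late-scnRNAs.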

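Total small RNAs of the scnRNA size class were also sequenced from knockout cells, in 8 libraries with 1 per strain and stage (no replicates). In a MIC-KO the gene is absent from the new MAC, so that zygotic expression is lost, and in a MAC-KO it is absent from the parental MAC, so that maternal expression is lost. The libraries of TWI1/TWI11 MIC-KO cells hold 13611203 reads at 10.5 hpm and 11234029 reads at 12 hpm. The libraries at 10.5 hpm of RDR1 MIC-KO and TWI1 MAC-KO cells hold 18794613 and 762732 reads. EZL1 MAC-KO cells gave 20943455 reads at 3 hpm and 12309570 reads at 10.5 hpm, and PDD1 MAC&MIC-KO cells gave 20850464 and 17063615 reads at the same stages. The deposited values are RPM in 100-nt bins, and 3 reads in 1 bin correspond to 39.33 RPKM in TWI1 MAC-KO and to between 1.43 and 2.67 RPKM in the other libraries. The shallow TWI1 MAC-KO library therefore cannot show single bins of the density found in WT, and its values were read over many IESs together. Densities are relative to the reads of a library, so a general loss of small RNAs in a strain would not show.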

To understand the importance of Twi1p and Twi11p in the accumulation of Late-scnRNAs, we produced *TWI1* and *TWI11* double-MIC-knockout cells (*TWI1*/*TWI11* MIC-KO), in which both copies of *TWI1* and *TWI11* in the MIC were replaced with a drug-resistance gene (Figures S1I and S1J). A MIC-KO disrupts the zygotic expression of a gene from the new MAC without eliminating its maternal gene expression from the parental MAC (see Figure 2C, MIC-KO). 

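The mean density in Type-B IESs of TWI1/TWI11 MIC-KO cells was 7.83 RPKM at 10.5 hpm (95% bootstrap interval over supercontigs 7.26 to 8.43, no replicates) and 2.44 RPKM at 12 hpm (2.24 to 2.65). In WT cells it was 13.29 RPKM and 11.95 RPKM at these stages. Compared with WT, the log2 ratio was -0.76 at 10.5 hpm (-0.88 to -0.65) and -2.29 at 12 hpm (-2.42 to -2.17). Between 10.5 and 12 hpm the density fell by 1.683 on the log2 scale in the knockout (interval -1.756 to -1.604) and fell by 0.153 in WT (-0.195 to -0.116). Type-A IESs of the same supercontigs had 9.23 RPKM and 8.28 RPKM in the knockout. The log2 enrichment of Type-B IESs over sequence outside IESs was 2.59 at 10.5 hpm and 1.38 at 12 hpm (circular-shift permutation p = 0.001 at both stages, the smallest possible). At least 1 RPKM was found in 1080 of 1195 Type-B IESs at 10.5 hpm and in 807 at 12 hpm, whereas shifted positions gave means of 341 and 273. The B-region share was 16.13% at 10.5 hpm (95% Wilson interval 16.11 to 16.15) and 11.83% at 12 hpm (11.82 to 11.85). Taking the median over Type-B IESs in place of the mean moved the ratio to WT at 10.5 hpm most, to -1.107. From accumulation followed by loss, the paper concludes that zygotic Twi1p and Twi11p stabilize Late-scnRNAs and are not needed to make them.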

In *TWI1*/*TWI11* MIC-KO cells, Late-scnRNAs from B-region IESs initially accumulated (Figure 2J) but were then largely lost by 12 hpm (Figure 2K), indicating that zygotically expressed Twi1p and Twi11p are dispensable for the biogenesis of Late-scnRNAs but are necessary for their stable accumulation. Therefore, we conclude that Late-scnRNAs are mainly loaded into the zygotically expressed Twi1p and Twi11p.

### scnRNA Expression Defines Three Types of IESs

The results above indicate that there are two types of IESs: one that produces Early-scnRNAs and another that only produces Late-scnRNAs. To rigorously classify IESs by these criteria, we calculated Late-scnRNA/Early-scnRNA indexes (LEIs) as ratios of normalized, mapped Twi11p-bound scnRNAs at 10.5 hpm (representing Late-scnRNAs) to mapped Twi1p-bound scnRNAs at 3 hpm (representing Early-scnRNAs) (Figure 3A). Among the 8,105 IESs to which we can reliably map scnRNA data, 4,695 IESs showed LEI ≤ 10 (i.e., both types of scnRNAs were expressed) and were defined as Type-A IESs. Type-A IESs were subdivided into three groups: A1 (LEI ≤ 1), A2 (1 < LEI ≤ 4), and A3 (LEI > 4). The other 3,293 IESs showed LEI > 10 (i.e., Late-scnRNAs were predominantly expressed) and were defined as Type-B IESs. Type-B IESs were subdivided into two groups: B1 (LEI ≤ 40) and B2 (LEI > 40). The remaining 117 IESs, which we call type-C IESs, showed very little Twi11p-bound scnRNA expression: <1 reads mapped per kilobase per million reads (RPKM).

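On supercontigs 1 to 26, Table S1 lists 38 IESs of Type C. In the HA-Twi11p IP at 10.5 hpm (no replicates), 34 of them had less than 1 RPKM, with a median of 0.44 RPKM and a highest value of 1.64 RPKM. All 38 were under 2 RPKM, and all 38 were under 10 RPKM, a threshold added after the data had been seen. Of the 1777 IESs of Type A or Type B on these supercontigs, 26 had less than 1 RPKM. The values come from uniquely mapped reads, whereas the paper made its classification from reads weighted by the number of places to which they map.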

LEIs were found to be correlated with the chromosomal locations, lengths, and GC contents of IESs: the lower the LEI of an IES group is, the greater its preference for A-regions (Figure 3B), the longer its mean length (Figure 3C), and the higher its GC contents (Figure 3D). 

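Among the 1777 IESs of Type A or Type B on supercontigs 1 to 26, the mean length was 5273 bp in A1, 4635 bp in A2, 3434 bp in A3, 2970 bp in B1 and 2009 bp in B2 IESs, with standard deviations across IESs of 4910, 4685, 2373, 2187 and 1085 bp. The median lengths were 3834, 3468, 2976, 2512 and 1822 bp. The Spearman correlation of length with the order of the types was -0.344 across IESs (permutation p = 1.0e-05, the smallest that 100000 permutations can give), and IESs are not independent replicates. Type-C IESs had a mean length of 687 bp. GC contents were not computed because the MIC genome sequence was not among the inputs used here. The location of IESs in A-regions is outside the part of Table S1 analysed here. The median signal per IES in the HA-Twi11p IP was 5.28 RPKM in A1, 9.65 RPKM in A2, 17.22 RPKM in A3, 26.91 RPKM in B1 and 39.67 RPKM in B2 IESs. With the pseudocount raised from 0.1 to 1 RPKM, the median log2 ratio of the HA-Twi11p IP to EZL1 MAC-KO total RNA at 3 hpm in B2 IESs moved most, from 6.67 to 4.94. The paper relates these properties of the types to the age of the IESs.

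**Figure D2:**
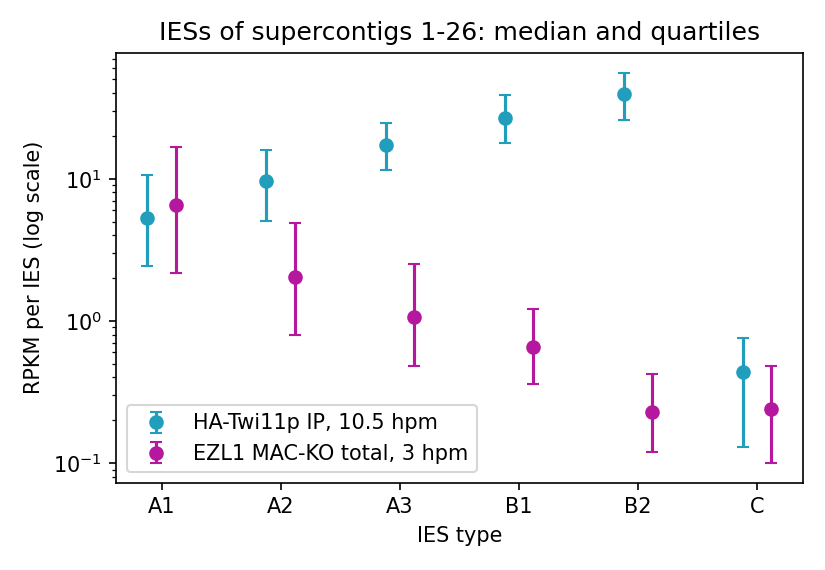
Signal per IES in RPKM on a log axis (vertical) for each IES type (horizontal) on supercontigs 1 to 26, in the HA-Twi11p IP at 10.5 hpm and in EZL1 MAC-KO total RNA at 3 hpm. Points are medians over IESs and bars run from the lower to the upper quartile. From A1 to B2 the median rises from 5.28 to 39.67 RPKM in the IP and falls from 6.54 to 0.23 RPKM at 3 hpm.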

These correlations are likely associated with the “age” of the IESs. We analyzed the localization of sequences related to Tlr1 DNA transposons and REP family retrotransposons (Fillingham et al., 2004; Wuitschick et al., 2002), the known potentially active TE families in *Tetrahymena*. All possible 25-mers were extracted from the previously reported DNA sequences of Tlr1- and REP-family TEs, and their occurrences in the MIC genome were calculated. We found that 98% of the sequences complementary to these two TEs are found in IESs (Figure 3E, left, TEs), which occupy only 23% of the MIC genome sequence we used for the analysis (Figure 3E, left, MIC genome). Within the IESs, the TE-derived sequences are mostly (99.5%) in Type-A IESs (Figure 3E right, TEs), which represent 77% of IESs (Figure 3E, right, IESs). Moreover, these TE-derived sequences co-localize with Type-A1/A2 IESs in the MIC genome (Figure 3B, TEs). Active TE-containing (i.e., young) IESs might have been constrained by natural selection to localize at A-regions, where the production of Early-scnRNAs (Figures 1B and 1D) ensures their DNA elimination from the new MAC. As TE sequences degenerate (i.e., become older), IESs may become shorter, more “tetrahymenanized” by reducing their GC contents in the AT-rich *Tetrahymena* genome (Figure 3D) and tolerated as residents of gene-rich B-regions (see CDSs in Figure 3B), where their DNA elimination occurs independently of their own Early-scnRNA expression (see below).

### Late-scnRNAs Are Important for Elimination of Some IESs

To understand the importance of Early- and Late-scnRNAs in eliminating the different types of IESs, new MACs of exconjugants were isolated from different mutants at 36 hpm, and the genomic DNA was analyzed by high-throughput sequencing. As measure for DNA elimination, a retention index (RI; Figure 3F) was calculated for each IES by dividing normalized read numbers (RPM) mapping to an IES by the ones mapping to its flanking MAC-destined sequences. Although in theory, all IESs should show RI = 0 in WT cells, the indexes were typically 0.01-0.1 (Figure 3G), probably due to MIC contamination (∼2%–10%) in our new MAC preparations. The variability of RIs between IESs might be due to different endo-replication levels of different MAC chromosomes.

In *TWI1*/*TWI11* MIC-KO cells, in which Late-scnRNAs are unstable (Figures 2J and 2I), RIs of some of Type-B IESs were ∼1 (not eliminated), whereas those of most Type-A IESs were ∼0.1 (eliminated) (Figure 3H). This result was in sharp contrast to *TWI1* MAC-KO cells, in which both Early- and Late-scnRNAs were lost (Figure 2L), and the RIs of most IESs were ∼1 regardless of type (Figure 3I). These findings suggest that Early-scnRNAs are sufficient to induce DNA elimination for a majority of IESs, whereas Late-scnRNAs are important for DNA elimination of some, mainly Type-B, IESs. Elimination of type-C IESs, which lack their own scnRNA production (Figure 3A), was also affected in *TWI1* MAC-KO cells (Figure 3I) and, to a lesser extent, in *TWI1*/*TWI11* MIC-KO cells (Figure 3H), indicating that scnRNAs also play a role in the elimination of Type-C IESs.

### *trans*-Recognition network for IES identification

The sufficiency of Early-scnRNAs for the elimination of many Type-B IESs was puzzling, because Early-scnRNAs from WT cells at 3 hpm rarely map to any Type-B IESs (Figures 1C and 4A–4C, unique mappers). 

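The WT library of 3 hpm resolves bins of 50 kb, so single Type-B IESs cannot be read from it. In supercontigs 1 to 26, the 351 bins with Type-B but no Type-A IESs had a median of 0.24 RPKM at 3 hpm (no replicates), and the 157 bins with neither had 0.26 RPKM. At 10.5 hpm the medians of the same bins were 1.66 RPKM and 0.56 RPKM. The bin around IES5, a Type-B IES at 104037 to 107601 of supercontig 1, had 0.24 RPKM at 3 hpm. The bin around IES737, a Type-B IES at 130820 to 133697 of supercontig 8, had 0.11 RPKM. The uniquely mapped reads that the paper contrasts with weighted reads are those given here, and from their scarcity the paper turns to reads with several places in the genome.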

However, in all of the above scnRNA analyses (except for the IES classification in Figure 3A), we only counted sequence reads uniquely mapping to the MIC genome. If we instead allow multiple mapping and normalize for the effect of sequence repetition in the MIC genome (weighted mapping), more Early-scnRNAs mapped to the Type-B IESs (Figures 4A–4C, weighted, marked with arrows), because these Type-B IESs contain some repetitive sequences (Figures 4A–4C, repeats, gray lines) that mostly originate from Type-A IESs (magenta lines). We have termed these repetitive sequences “A-repeats.” Although a small fraction of Type-B IESs lack detectable A-repeats (Figure S2), some repetitive sequences sufficient for recognition by Early-scnRNAs might be overlooked because we only considered perfectly complementary 25-nt stretches to identify repetitive sequences.

To understand the origins of A-repeats in Type-B IESs, all possible 25-mers were extracted from each Type-B IES, and their occurrence in the MIC genome was analyzed. We found that, for all analyzed Type-B IESs, sequences complementary to each Type-B IES were distributed throughout the MIC genome (Figure 4D), indicating that A-repeats in a Type-B IES are complementary to many different Type-A IESs in the MIC genome. These observations suggest that Early-scnRNAs from multiple Type-A IESs could target a Type-B IES for DNA elimination through A-repeats. Because most Type-A IESs also share certain A-repeats with other Type-A IESs (Figures 4D–4G), they may also be identified by Early-scnRNAs in *trans*.

### A-Repeats Are Important for Type-B IES Elimination

The importance of A-repeats for Type-B IES elimination was analyzed by an artificial DNA elimination assay (Figure 5). First, the previously characterized R-IES (a Type-B IES), including its flanking sequences, was inserted into an extra-chromosomal vector. As previously reported (Godiska and Yao, 1990), this IES was frequently removed from the vector, similar to its endogenous counterpart, upon introduction into the developing MAC (Figure 5A), although elimination did not occur in all progeny cell lines in this artificial assay. Next, most of the R-IES in the vector was replaced by a GFP-encoding sequence to generate a “pseudo-IES” that could not be eliminated (Figure 5B). Fragments of interest within IESs (red numbered boxes in Figure 5C, left bottom) were then inserted into the middle of the pseudo-IES (Figure 5C, left top). Among the fragments from the two representative Type-B IESs (IES5 and IES4092), we found that only DNA fragments containing A-repeats (fragments 1, 2, and 6 in Figure 5C) had strong activity in restoring DNA elimination of the pseudo-IES, whereas most of the fragments of a Type-A IES (IES1988) enabled the pseudo-IES to be eliminated (fragments 7–9 in Figure 5C). Some restoration of elimination by Type-B IES fragments without A-repeats might be due to “2° recognition” by Late-scnRNAs produced by the endogenous counterparts of the Type-B IESs (see below). Restored DNA elimination mostly did not share boundaries with the original R-IES (Figure 5C), indicating that the elimination boundaries are determined not only by information near the normal IES boundaries but also by the internal IES sequence. Nonetheless, all of the results above indicate that most, if not all, Type-B IESs possess A-repeats through which they can be targeted for DNA elimination in *trans* by Type-A IES-derived Early-scnRNAs.

### *cis* Spreading of Late-scnRNA Production

Further examination of Late-scnRNAs revealed that they are produced from Type-B IESs outside the A-repeats (Figures 6A–6C, 7.5–10.5 hpm), suggesting that Early-scnRNAs recognize A-repeats in *trans*, which could trigger the expression of Late-scnRNAs from *cis* regions adjacent to A-repeats. 

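IES5, at 104037 to 107601 of supercontig 1, and IES737, at 130820 to 133697 of supercontig 8, are B2 IESs of 3565 and 2878 bp. The density of uniquely mapped reads in IES5 was 7.63 RPKM in WT cells at 8 hpm, 16.74 RPKM at 10.5 hpm and 15.16 RPKM at 12 hpm (no replicates), from 503, 796 and 517 reads. In IES737 it was 7.06 RPKM, 27.49 RPKM and 27.26 RPKM, from 375, 1053 and 749 reads. At 10.5 hpm, 30 of the 36 bins of 100 nt in IES5 and 28 of the 29 in IES737 had at least 1 read. The flanks of 2 kb on each side had 0.27 RPKM around IES5 and 0.21 RPKM around IES737. The positions of A-repeats are not in the files analysed here, and reads that map to repeated sequence are left out of these values, so bins without reads cannot be assigned to repeats. For Type-B IESs together, the rise from 8 to 10.5 hpm was 1.35 on the log2 scale (95% bootstrap interval over supercontigs 1.29 to 1.40), and scaling to A-region reads moved it most, to 1.46. From production outside the A-repeats, the paper proposes that recognition of A-repeats by Early-scnRNAs triggers Late-scnRNAs from adjacent sequence.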

Consistent with the idea of Early-scnRNA-triggered Late-scnRNA expression, *TWI1* MAC-KO cells, which lack Early-scnRNAs because of the loss of maternally expressed Twi1p (Mochizuki et al., 2002), also failed to express Late-scnRNAs (Figure 2L).

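In TWI1 MAC-KO cells at 10.5 hpm, the mean density in Type-B IESs was 0.78 RPKM (95% bootstrap interval over supercontigs 0.70 to 0.86, no replicates), against 13.29 RPKM in WT cells, a log2 ratio of -4.09 (-4.24 to -3.96). The estimate rests on 1679 reads in all Type-B IESs of supercontigs 1 to 26. Type-A IESs had 2.30 RPKM, against 9.86 RPKM in WT. At least 1 RPKM was found in 327 of 1195 Type-B IESs, whereas shifted positions gave a mean of 434. Here 1 read in a 100-nt bin is 13.11 RPKM, so very few reads decide whether an IES passes. These counts therefore do not judge single IESs. Sequence outside IESs had 8.73 RPKM, so Type-B IESs were depleted relative to it, with a log2 ratio of -3.48 (-3.84 to -3.10; circular-shift permutation p = 0.001, the smallest possible). IESs held 2.2% of the reads of these supercontigs (95% Wilson interval 2.155 to 2.264). The share of reads in B-regions, 46.13% (46.01 to 46.24), came largely from a few bins, since the highest 0.1% of 100-nt bins held 66.3% of the library. The highest bins began at nucleotides 100441501, 100439801 and 16059101 of the joined genome and held 3.32%, 2.16% and 1.92% of the reads. Leaving these 0.1% of bins out, a setting added after the data had been seen, brought the ratio to WT to -2.59 and the enrichment to -1.065. The paper presents the loss in cells without Early-scnRNAs as compatible with its idea that Early-scnRNAs trigger Late-scnRNAs.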

To validate the *cis* triggering of Late-scnRNA production by Early-scnRNAs, we designed another artificial DNA elimination assay (Figure 6D). A Type-A IES (Figure 6, magenta box) was inserted into an extra-chromosomal vector (pD5H8), and a non-IES target sequence (Figure 6, black box) was inserted into the middle of the IES. This chimeric construct was then introduced into the developing MAC. We hypothesized (Figure 6E) that Early-scnRNAs produced from the endogenous Type-A IES in the MIC (i) recognize the Type-A IES on the vector in the new MAC (ii) and trigger Late-scnRNA production from the adjacent target sequence in *cis* (iii), which then recognize the endogenous target locus in *trans* (iv) and induce ectopic DNA elimination (vi).

The introduction of a chimeric construct containing the well-studied M-IES (a Type-A IES) and part of a coding gene efficiently induced ectopic DNA elimination in *trans* at the endogenous chromosomal locus of the gene (Figure 6F), whereas the IES alone (Figure 6G) or the target DNA alone (Figure 6H) in the vector did not. Analogous ectopic DNA elimination was induced with combinations of different Type-A IESs (Figures 6I and 6J) and different coding (Figure 6K) as well as non-coding (Figure 6L) sequences. We refer to this ectopic DNA elimination phenomenon as co-deletion (coDel). Because coDel often removed regions wider than the target, Late-scnRNAs most likely further induce Late-scnRNA production at the target loci in *cis*, as predicted in Figure 6E (“v”). Because the assay relies on transformation of *Tetrahymena* cells, which occurs inefficiently (roughly 1 out of 10,000 cells), we lack the sensitivity to detect Late-scnRNAs from a target sequence during a coDel process. However, the fact that coDel was suppressed in *TWI11* MIC-KO cells (Figure 6M) argues that coDel is mediated by Late-scnRNAs.

The coDel phenomenon not only supports the *cis* triggering of Late-scnRNA production by Early-scnRNAs but also indicates that (1) Late-scnRNAs can further target their complementary sequences in *trans* (2° recognition) for DNA elimination (because some Type-B IESs do not express Late-scnRNAs in *TWI1*/*TWI11* MIC-KO [Figure 2J, arrows], expression of Late-scnRNAs from these Type-B IESs may be triggered only by 2° recognition with Late-scnRNAs produced from other Type-B IESs); (2) the prerequisite for becoming the target of 2° recognition is either highly relaxed or nonexistent because three randomly chosen target sequences induced ectopic DNA elimination (Figures 6F, 6K, and 6L); and (3) unlike Early-scnRNAs (Aronica et al., 2008; Schoeberl et al., 2012), Late-scnRNAs complementary to the parental MAC genome escape degradation, most likely because Twi1p/Twi11p-Late-scnRNA complexes do not localize to the parental MAC (see Figure S3 for Twi11p and Noto et al., 2010 for Twi1p).

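In TWI1/TWI11 MIC-KO cells at 10.5 hpm (no replicates), single Type-B IESs differed widely in the signal they kept. Of the 1171 Type-B IESs on supercontigs 1 to 26 with at least 1 RPKM in WT, 93 had less than 1 RPKM in the knockout, and 168 had less than 25% of the WT value. Of the 1002 with at least 5 RPKM in WT, 19 had less than 1 RPKM in the knockout. A further 77 of the 1171 were at or above WT. The log2 ratio of knockout to WT across Type-B IESs had a median of -0.96, with the 5th and 95th percentiles at -2.57 and 0.12. In the window of supercontig 1, IES32 went from 15.84 RPKM in WT to 21.73 RPKM in the knockout. In the same window, IES31 went from 3.74 to 1.01 RPKM and IES35 from 5.26 to 1.59 RPKM. Which IESs the arrows of the paper's panel mark was not read from the picture. The number of Type-B IESs with a detectable signal in the knockout depended on the threshold, from 1080 at 1 RPKM to 951 at 2 RPKM. From Type-B IESs without Late-scnRNAs in this knockout, the paper proposes that some are reached only through Late-scnRNAs of other IESs.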

### Heterochromatin Is Required for Late-scnRNA Production

We assumed that the *cis* triggering of Late-scnRNA production by Early-scnRNAs might be mediated by the production of double-stranded RNAs through RNA-dependent RNA polymerase (RdRP) or by heterochromatin, which spreads along chromatin in many eukaryotes.

Rdr1p, the single RdRP in *Tetrahymena*, is essential for vegetative growth (Lee et al., 2009), and thus, the *RDR1* MAC&MIC-KO is lethal. We instead analyzed the accumulation of scnRNAs in *RDR1* MIC-KO cells and found that Late-scnRNAs were accumulated normally in the absence of zygotic expression of Rdr1p (Figure 2M). 

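RDR1 MIC-KO cells at 10.5 hpm had a mean density of 18.61 RPKM in Type-B IESs (95% bootstrap interval over supercontigs 17.45 to 19.52, no replicates), against 13.29 RPKM (12.80 to 13.81) in WT cells. The log2 ratio to WT was 0.486 (0.412 to 0.542). At least 1 RPKM was found in 1187 of 1195 Type-B IESs, and IESs held 62.1% of the reads of supercontigs 1 to 26 (95% Wilson interval 62.03 to 62.15). The log2 enrichment of Type-B IESs over sequence outside IESs was 3.96 (3.77 to 4.13; circular-shift permutation p = 0.001, the smallest possible). B-regions held 20.31% of all reads (20.29 to 20.33), compared with 18.40% in WT. On supercontig 1 alone, a setting added after the data had been seen, the log2 ratio to WT was 0.63. Whether independent cultures of 1 genotype differ this much cannot be seen from 1 library each. From the presence of Late-scnRNAs in this strain, the paper considers Rdr1p likely dispensable for making them. It leaves open that maternal Rdr1p is enough.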

Therefore, although we cannot exclude the possibility that maternally expressed Rdr1p is sufficient to produce normal amounts of Late-scnRNAs, it is likely that Rdr1p is dispensable for the Late-scnRNA biogenesis.

The interaction of Early-scnRNA with new MAC chromatin induces heterochromatin formation, including the accumulation of H3K9/K27me and its interacting HP1-like protein Pdd1p (Liu et al., 2007; Taverna et al., 2002). We found that *EZL1*, which encodes H3K9/K27 methyltransferase, and *PDD1* were necessary for the production of Late-scnRNAs (Figures 2O and 2Q), although they were not required for the accumulation of Early-scnRNAs (Figures 2N and 2P). 

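At 3 hpm, EZL1 MAC-KO cells had 9.64% of their reads in B-regions (95% Wilson interval 9.63 to 9.66, no replicates) and PDD1 MAC&MIC-KO cells had 8.93% (8.92 to 8.95), against 9.63% in WT. Type-A IESs of supercontigs 1 to 26 had 7.87 RPKM and 7.93 RPKM in these knockouts. At 10.5 hpm the B-region share was 9.60% in EZL1 MAC-KO (9.58 to 9.62) and 12.18% in PDD1 MAC&MIC-KO (12.17 to 12.20), against 18.40% in WT. On the log2 scale the change in share from 3 to 10.5 hpm was -0.006 in EZL1 MAC-KO (95% bootstrap interval over blocks of 1 Mb, -0.101 to 0.098), 0.447 in PDD1 MAC&MIC-KO (0.319 to 0.575) and 0.934 in WT (0.731 to 1.151).

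Type-B IESs of EZL1 MAC-KO cells had 0.77 RPKM at 3 hpm and 0.78 RPKM at 10.5 hpm, a log2 ratio to WT at 10.5 hpm of -4.087 (95% bootstrap interval over supercontigs -4.317 to -3.866). Their enrichment over sequence outside IESs at 10.5 hpm was 0.02 (-0.22 to 0.28; circular-shift permutation p = 0.954). In PDD1 MAC&MIC-KO cells they had 0.76 RPKM at 3 hpm and 2.00 RPKM at 10.5 hpm (1.83 to 2.20), a log2 ratio to WT of -2.732 (-2.880 to -2.589). The enrichment in this knockout was 0.42 at 3 hpm (0.13 to 0.74; permutation p = 0.145) and 1.04 at 10.5 hpm (0.79 to 1.27; permutation p = 0.002). At 3 hpm the interval excludes 0 although the permutation p is above 0.05. At least 1 RPKM at 10.5 hpm was found in 164 Type-B IESs of EZL1 MAC-KO and in 613 of PDD1 MAC&MIC-KO cells, whereas shifted positions gave means of 155 and 188. The median over Type-B IESs in place of the mean lowered the ratios to WT most, to -4.801 in EZL1 MAC-KO and -3.396 in PDD1 MAC&MIC-KO. From Early-scnRNAs that persist and Late-scnRNAs that are lost in these strains, the paper concludes that heterochromatin components are required to produce Late-scnRNAs.

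**Figure D3:**
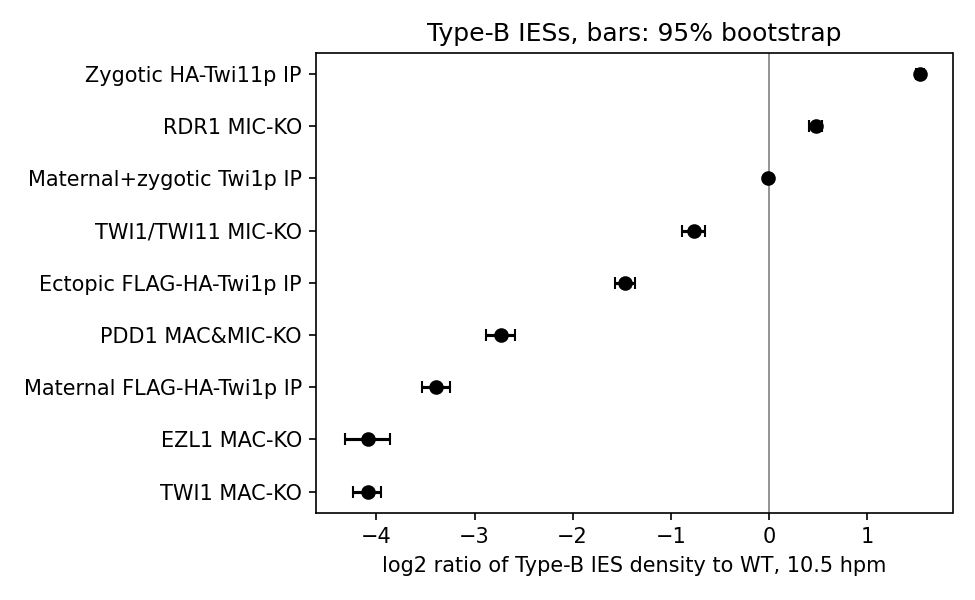
Log2 ratio of the mean density in Type-B IESs of supercontigs 1 to 26 to that in WT total RNA at 10.5 hpm (horizontal axis), for each of the 9 other libraries of that stage (vertical axis), with 95% bootstrap intervals over supercontigs as bars and 1 library per point. The HA-Twi11p IP is the highest at 1.54, and TWI1 MAC-KO and EZL1 MAC-KO are the lowest at -4.088 and -4.087. The place of TWI1 MAC-KO depends on a few high bins. Without the highest 0.1% of bins of each library it is at -2.669, PDD1 MAC&MIC-KO at -2.757 and EZL1 MAC-KO at -4.112.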

Therefore, we conclude that heterochromatin components are required for Late-scnRNA production, and *cis* triggering of Late-scnRNA production is most likely mediated by the *cis* spreading of heterochromatin on IESs.

### *trans* Recognition and *cis* Spreading Provide Robustness in DNA Elimination

We tested the robustness of the DNA elimination system by simulating the accidental loss of Early-scnRNA expression from a majority of Type-A IESs. We randomly chose 47 (1%) or 469 (10%) non-redundant Type-A IESs, and all possible 20-mers were extracted from the chosen Type-A IESs. Then, IESs in which there are more than 250 complementary bases to the 20-mers in one of the possible 500-nt windows were identified as recognized IESs (1° IESs). Next, all possible 20-mers were extracted from the 1° IESs, and the same calculation was repeated to identify 2° IESs. The determination of the threshold for IES recognition in the simulation is based on two previous observations: (1) an ∼300-nt segment of the M-IES (a Type-A IES) is sufficient to induce its DNA elimination (Kowalczyk et al., 2006), and (2) for many small RNA-target interactions, the seed sequence, which typically spans positions 2–8 from the 5′ end, plays a more important role than the rest of the small RNA sequences. Therefore, we believe the target recognition criteria above gives a conservative prediction of target genomic loci.

The simulation of accidental loss of Early-scnRNA expression (Figure 7A) suggests that even if Early-scnRNAs are expressed only from 1% of Type-A IESs, they could recognize 33% of all IESs (1% to 1°), and if Late-scnRNAs derived from these 1° IESs also function in *trans* recognition, they could identify up to 84% of total IESs (1% to 2°). If 10% of Type-A IESs express Early-scnRNAs, such 1° and 2° IESs could increase coverage to 66% (10% to 1°) and 91% (10% to 2°), respectively. These results indicate that Early-scnRNAs from a small set of Type-A IESs are sufficient to identify most of the other IESs, demonstrating strong robustness of the DNA elimination mechanism.

Next, to test the specificity of the *trans*-recognition system, we queried whether genic sequences are targeted by IES-derived scnRNAs in *trans*. By applying the target recognition criteria used above, we determined how many gene-coding sequences can be targeted if all of the IESs express scnRNAs homogeneously and if all of the expressed scnRNAs are involved in *trans* recognition. Out of 20,491 predicted gene-coding sequences used for the simulation, we found that only 312 (1.3%) were predicted to be *trans*-targeted by IES-derived scnRNAs. Therefore, gene-coding sequences are generally devoid of a *trans*-recognition system.

## Discussion

In this study, we demonstrated that there is an unanticipated mechanism regulating programmed DNA elimination: a genome-wide *trans*-recognition network for IES identification. In this mechanism (Figure 7B), Early-scnRNAs produced from Type-A IESs in the MIC (i) identify not only the IESs from which they are derived (iii) but also other IESs in *trans* (iv) to trigger the *cis* spreading of Late-scnRNA production in the IESs (vi). This *cis* spreading of Late-scnRNA production requires heterochromatin formation (Figures 2O and 2Q). Furthermore, these Late-scnRNAs can recognize other IESs in *trans* (vii). This “chain reaction” of Late-scnRNA production by the *trans*-recognition network most likely provides strong robustness in DNA elimination by buffering cell-to-cell variability in the initial Early-scnRNA populations (Figure 7A).

Conceptually, the *trans*-recognition network for IES identification in *Tetrahymena* and the piRNA pathway in flies and mammals are strategically similar: Type-A IESs may be the functional equivalents of piRNA clusters, as both contain remnants of TEs and produce small RNAs for the *trans* recognition of TE-related sequences across the genome (Aravin et al., 2007; Brennecke et al., 2007). Furthermore, similar to “ping-pong” amplification of piRNAs by the feed-forward endonucleolytic cycle (Brennecke et al., 2007; Gunawardane et al., 2007), Early-scnRNAs trigger a chain reaction of Late-scnRNA production by *trans* recognition and *cis* spreading, and this reaction is likely mediated by heterochromatin. Because the pattern of DNA elimination in the parent is the basis of DNA elimination in ciliate progeny, robust DNA elimination by the *trans*-recognition network would reinforce faithful transgenerational transmission of TE memory, just as piRNA amplification fuels the maternal transmission of piRNAs to silence TEs (Brennecke et al., 2008). Because DNA elimination in *Tetrahymena* occurs within a Dicer-dependent siRNA pathway, the two conceptually similar *trans*-recognition network-type TE surveillance systems, the piRNA pathway in metazoans and DNA elimination in *Tetrahymena,* are products of evolutionary convergence. It is very interesting that such TE surveillance can be achieved by two very distinct small RNA mechanisms. Because TEs are found in almost all eukaryotes, such systems might have evolved multiple times in different eukaryotic linages.

A similar small RNA amplification cycle has been proposed for iesRNAs in *Paramecium* (Sandoval et al., 2014). However, *Paramecium* IESs are mostly unique sequences (Arnaiz et al., 2012), and therefore, iesRNAs are most likely not involved in *trans*-recognition between different IESs. Instead, iesRNAs from one genome in the polycopy developing MAC probably help to recognize another copy of the same IESs to ensure complete DNA elimination (Sandoval et al., 2014). Recognition of the same IESs by Late-scnRNAs might serve a similar function in *Tetrahymena,* as DNA elimination of some Type-A IESs was mildly affected in *TWI1*/*TWI11* MIC-KO cells (Figure 3H), in which Late-scnRNAs are unstable (Figures 2J and 2K).

Misregulation of the *trans*-recognition network accompanied by a chain reaction of Late-scnRNA production could potentially cause elimination of important genomic regions adjacent to IESs and lead to runaway Late-scnRNA amplification, resulting in the elimination of regions distal to IESs. Therefore, the *cis* triggering of Late-scnRNA production must occur with high precision within the IES borders. The previously characterized “*cis*-acting sequences” (Chalker et al., 1999; Godiska et al., 1993) might supply this boundary information.

Regardless of the nature of boundary information, it is difficult to imagine that newly invaded transposons are always associated with such regulatory sequences. During the coDel processes, DNA elimination boundaries occur mostly within ∼0.5–1 kb from target sequences (Figure 6), indicating that a system is likely in place to limit *cis* spreading, even at non-IES loci. Certain DNA sequences that insulate *cis* spreading may frequently occur throughout the genome, and *cis* spreading might always be limited within two such “insulator” sequences. Alternatively, because Type-A IESs, which we believe are “young” IESs, have markedly higher GC content than the other IESs as well as the entire MIC genome (Figure 3D), the difference in base compositions between TEs and the host genome may provide an insulator function. Nonetheless, because coDel occurs with heterogeneous boundaries (Figure 6), only authentic IESs or their flanking sequences should contain information that tightly restricts the *cis* triggering of Late-scnRNA production within IESs and thus maintains precise DNA elimination boundaries. It is possible that only the sequences associated with such boundary information have been selected through evolution to be IESs. Future studies should be designed to identify the molecular nature of the essential boundary information that allows the *trans*-recognition network to strictly distinguish TE-related sequences from the rest of the genome.

## Experimental Procedures

### Materials and Bioinformatic Analyses

*Tetrahymena* strains, antibodies, oligonucleotides, and bioinformatic analyses (distributions of IESs, CDSs, TEs and repeats, IES classification, and simulation of accidental loss of Early-scnRNA expression and targeting of protein coding sequences) are described in Supplemental Experimental Procedures. The draft MIC genome sequence (version 2) was obtained from the Tetrahymena Comparative Sequencing Project (Broad Institute of Harvard and MIT).

### Small RNA Analyses

Small RNA purification, co-immunoprecipitation, high-throughput sequencing, and analyses by gel electrophoresis were performed as previously described (Noto et al., 2010; Schoeberl et al., 2012).

### Purification of the New MAC and DNA Elimination Analysis

New MACs from exconjugants at 36 hpm were purified by fluorescence-activated cell sorting, and genomic DNA libraries were generated and sequenced using a HiSeq2000 platform with 50-nt single reads. To obtain RIs, the number of normalized sequence reads from purified new MACs mapping to each IES was calculated and divided by the number of reads that map the flanking MAC-destined sequences of the IES (1-kb sequences located 500 bp upstream and downstream of the IES). Detailed procedures are described in Supplemental Experimental Procedures.

### DNA Elimination Analysis with Pseudo-IES

Fragments of IESs were cloned into the NotI site of pD5H8-pseudo-IES. The pD5H8-R-IES, pD5H8-pseudo-IES and pD5H8-pseudo-IES containing the IES fragments were introduced into conjugating cells (7 hpm) and cultured in 10 mM Tris (pH 7.5) overnight, and cells were selected with paromomycin. DNA elimination in the rDNA vector was analyzed by genomic DNA PCR. Detailed procedures are described in Supplemental Experimental Procedures.

### coDel

The vectors pMcoDel, pCL1coDel, and pCR5coDel were digested with NotI, and target sequences were inserted. The vectors were introduced into WT or *TWI11* MIC-KO cells as described above, and DNA eliminations at the endogenous target loci were analyzed by genomic DNA PCR. Detailed procedures are described in Supplemental Experimental Procedures.

## Author Contributions

T.N., K.K., J.H.S., M.A.G., and K.M. designed the experiments; T.N., K.K., J.H.S., A.H., K.J.W., and K.M. performed the experiments; and T.N., K.K., and K.M. prepared the manuscript.

## Figures and Tables

**Figure 1:**
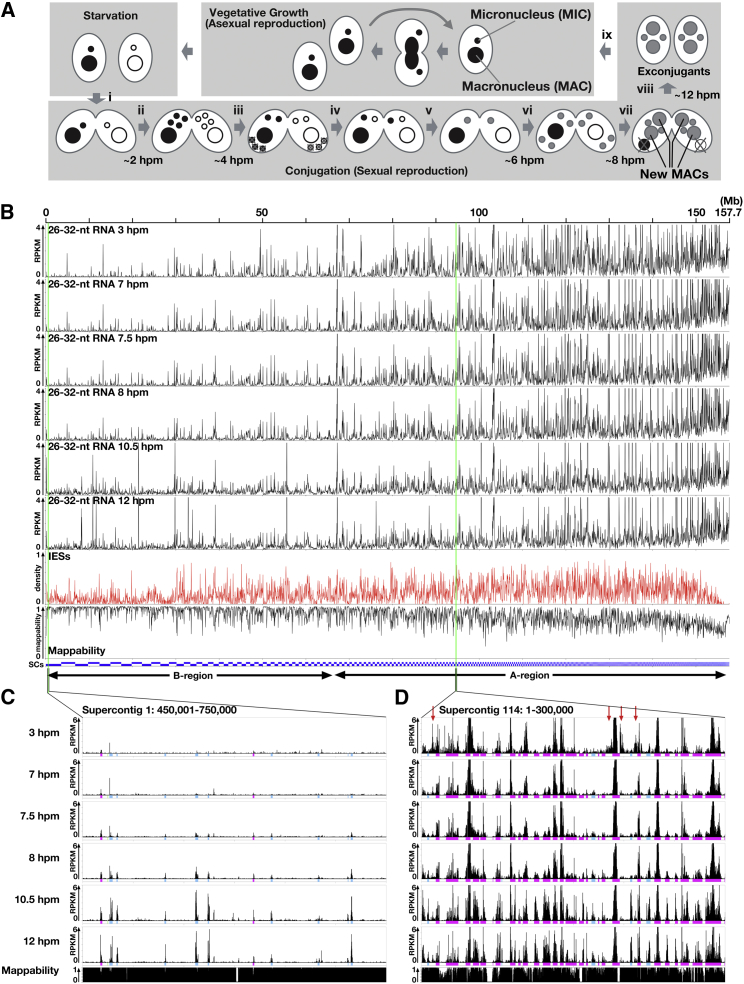
Two Types of scnRNAs (A) A *Tetrahymena* cell contains a macronucleus (MAC) and a micronucleus (MIC). During vegetative growth, both the MAC and the MIC divide and segregate to daughter cells. Mixing starved cells of different mating types induces conjugation (i). The MICs undergo meiosis (ii), and one of the selected products divides mitotically to form two pronuclei (iii). One of the pronuclei crosses the conjugation bridge (iv) and fuses with the stationary pronucleus to produce the zygotic nucleus (v), which then divides twice (vi) to form two new MACs and two MICs (vii). The parental MAC is degraded, and the pair is dissolved (viii). The exconjugants resume vegetative growth when the nutrient supply is restored (ix). The approximate time when each event occurs is indicated (hpm, hours post-mixing). (B) 1,464 MIC genome supercontigs (SCs, blue bars) were ordered by their lengths (longest to shortest) and concatenated. Normalized numbers (reads per kilobase per million reads [RPKM]) of sequenced 26- to 32-nt RNAs from WT cells at the indicated time points that map uniquely to the MIC genome are shown as histograms with 50-kb bins. The densities of IESs and mappable (unique) sequences are also shown. The drop in IES density in the region containing very short SCs is probably because these SCs are shorter than most of the IESs, and the prediction of IESs from them failed. The regions enlarged in (C and D) are marked with green lines. Longer (1–50) and shorter (51–1,464) MIC SCs represent B- and A-regions of the MIC genome, respectively. (C and D) Small RNA expression from the indicated 300-kb windows (shown and analyzed as in B, except with 100-nt bins). Colored boxes indicate the positions of IESs (magenta, type A; sky blue, type B; see Figure 3 for the IES classification). In (D), the arrows mark MAC-destined regions that are the origins of Early-scnRNAs that accumulated prominently at early stages (3 hpm) but were degraded later.

**Figure 2:**
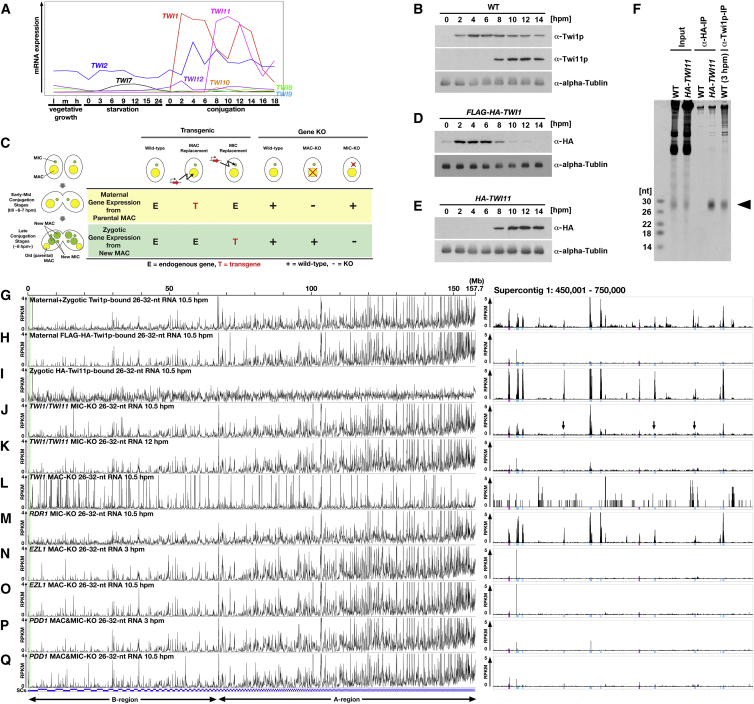
Late-scnRNAs Interact with Twi1p and Twi11p (A) Expression of the Argonaute genes in vegetatively growing (l, m, and h indicate low, medium, and high density, respectively), starved (numbers indicate hours after removal of nutrients), and conjugating (numbers indicate hpm) cells based on a microarray analysis. (B) Twi1p and Twi11p from wild-type cells at the indicated time points of conjugation were detected by western blotting using the indicated antibodies. (C) Different transgenic and gene-knockout strategies. In the vegetative and early- to mid-stage conjugating cells, the parental MACs (yellow) contribute all (maternal) gene expression, whereas the new MACs, which are formed from the MIC (green), provide zygotic gene expression at late conjugation. (D and E) Proteins from cells expressing FLAG-HA-Twi1p from the maternal *TWI1* loci by MAC replacement (D) or cells expressing HA-Twi11p from the zygotic *TWI11* loci by MIC replacement (E) at the indicated time points of conjugation were detected by western blotting. (F) HA-Twi11p was immunopurified using an anti-HA antibody (α-HA-IP) from the *HA-TWI11* conjugating culture at 10.5 hpm. As a negative control, wild-type cells (WT) were used for similar immunopurification. Early-scnRNAs were immunopurified with Twi1p by an anti-Twi1p antibody (α-Twi1p-IP) from the wild-type conjugating culture at 3 hpm. RNAs were separated on denaturing gels and stained using a nucleic-acid-specific dye. Arrowhead indicates scnRNAs. (G–Q) 26- to 32-nt RNAs from the indicated immunopurified RNAs or strains were analyzed as in Figure 1B. The 300-kb window on the right is marked with a green line. See also Figure S1.

**Figure 3:**
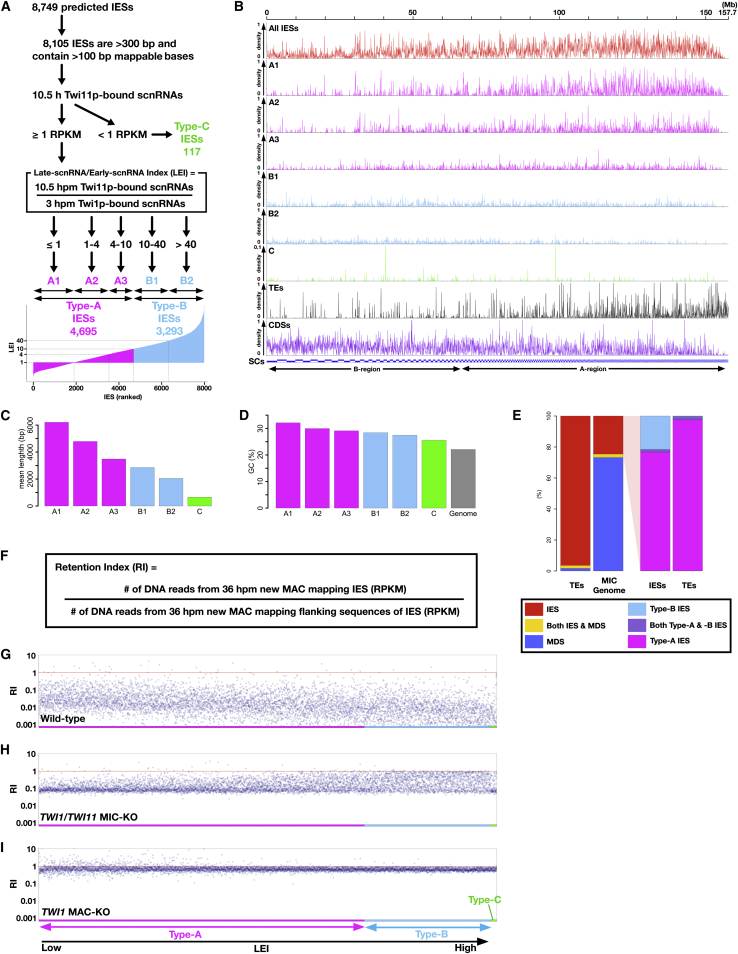
Three Types of IESs (A) Classification of IESs according to the expression of Early- and Late-scnRNAs. (B) Localization of different types of IESs, transposons (TEs), and coding sequences (CDSs) in the MIC genome are shown in a histogram with 50-kb bins. (C and D) Mean lengths (C) and GC contents (D) of IESs in different IES classes. (E) Distributions of TE-related sequences among MIC genome components (left) and IES types (right). All possible 25-mers from the MIC genome sequences were classified as sequences that were complementary to only IESs (red), only MAC-destined sequences (MDSs, blue), or both (yellow). All possible 25-mers from the total IESs were classified as sequences that were complementary to only Type-A IESs (magenta), only Type-B IESs (sky blue), or both (purple). The fraction of TE-derived 25-nt sequences complementary to these DNA classes was calculated. (F–I) Analysis of DNA elimination efficiency. The retention indexes (RIs) of individual IESs in the purified new MACs of the indicated strains at 36 hpm were plotted. IESs are ordered according to their LEIs (on the x axis). The red lines indicate RI = 1 (no DNA elimination).

**Figure 4:**
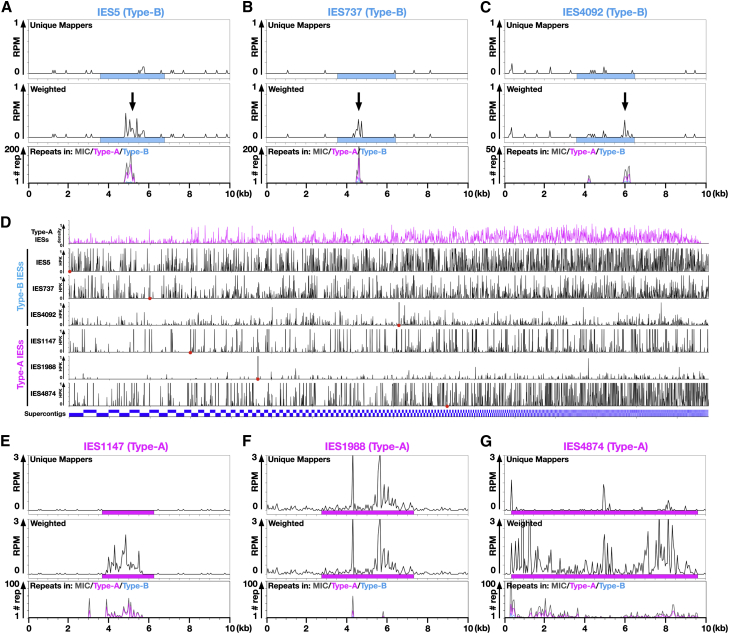
*trans* Recognition of IESs (A–C) Top two panels: normalized numbers (RPM) of sequenced 26- to 32-nt RNAs from wild-type cells at 3 hpm mapping to the three representative Type-B IES loci (10 kb) are shown as histograms with 50-nt bins. For the top histograms, only the numbers of sequences uniquely mapping to the MIC genome are shown (unique mappers). The middle histograms show the numbers of sequence reads mapping to each position within the loci divided by the total numbers of sites in the entire MIC genome to which the sequence reads map (weighted). Arrows indicate regions to which Early-scnRNAs map. Sky-blue boxes represent the IESs. Bottom panels (repeats): all possible 25-mers from the entire MIC genome sequence (gray), from Type-A IESs (magenta), or from Type-B IESs (sky blue) were mapped to the three Type-B IES regions, and their frequencies of occurrence are shown as histograms with 50-nt bins. (D) All possible 25-mers were extracted from the indicated IESs, and their frequencies of occurrence (hits per kilobase [HPK]) on the MIC genome are shown as histograms with 50-kb bins. The locations of the IESs are marked with red dots. The density of the Type-A IESs is shown at the top. (E–G) Three representative Type-A IES (magenta boxes) loci were analyzed as in (A)–(C). See also Figure S2.

**Figure 5:**
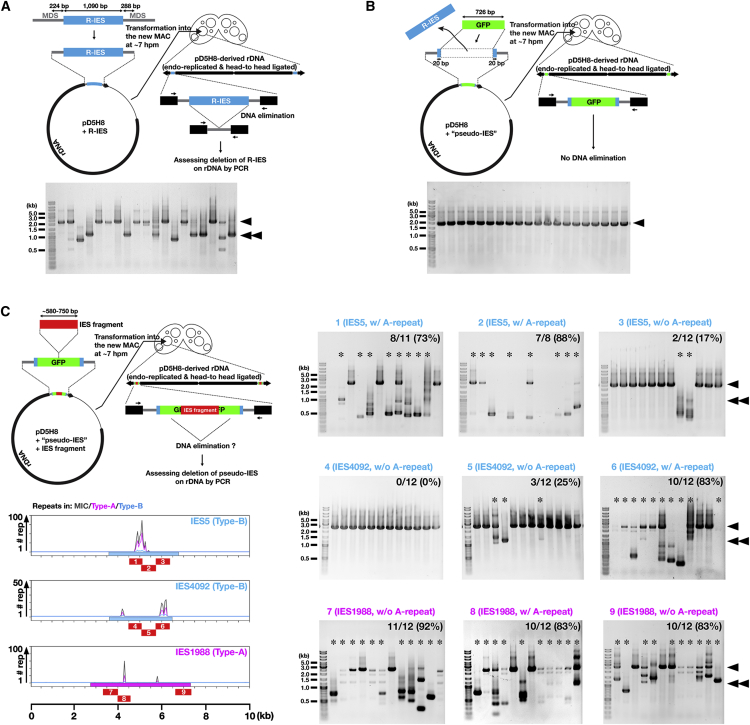
Role of A-Repeats in DNA Elimination (A) DNA elimination assay of R-IES. R-IES (a Type-B IES) and its flanking MDS regions was inserted into the extra-chromosomal vector pD5H8 and introduced into the developing MAC. Progeny lines were established and elimination of R-IES on the vector was analyzed by PCR using primers complementary to the vector (arrows). The PCR results are shown on the bottom. The arrowhead and double arrowhead indicate the expected position of the PCR products from R-IES loci on the vector without or with R-IES elimination, respectively. (B) DNA elimination assay of a pseudo-IES. Most of the R-IES in pD5H8 shown in (A) was replaced by a GFP-coding sequence and analyzed as in (A). (C) DNA elimination assays assessing the DNA elimination-inducing activities of IES fragments. A fragment of an IES of interest (red boxes with numbers) was inserted into the middle of the pseudo-IES shown in (B) and tested to see if the fragment restored DNA elimination of the pseudo-IES. The progeny cell lines showing any deletion at the pseudo-IES loci (marked with asterisks) were counted. The arrowheads indicate PCR products from the pseudo-IES loci on the vector without any DNA elimination. The double arrowheads show the expected positions of PCR products from the pseudo-IES loci on the vector following DNA elimination exactly at the borders of the original R-IES.

**Figure 6:**
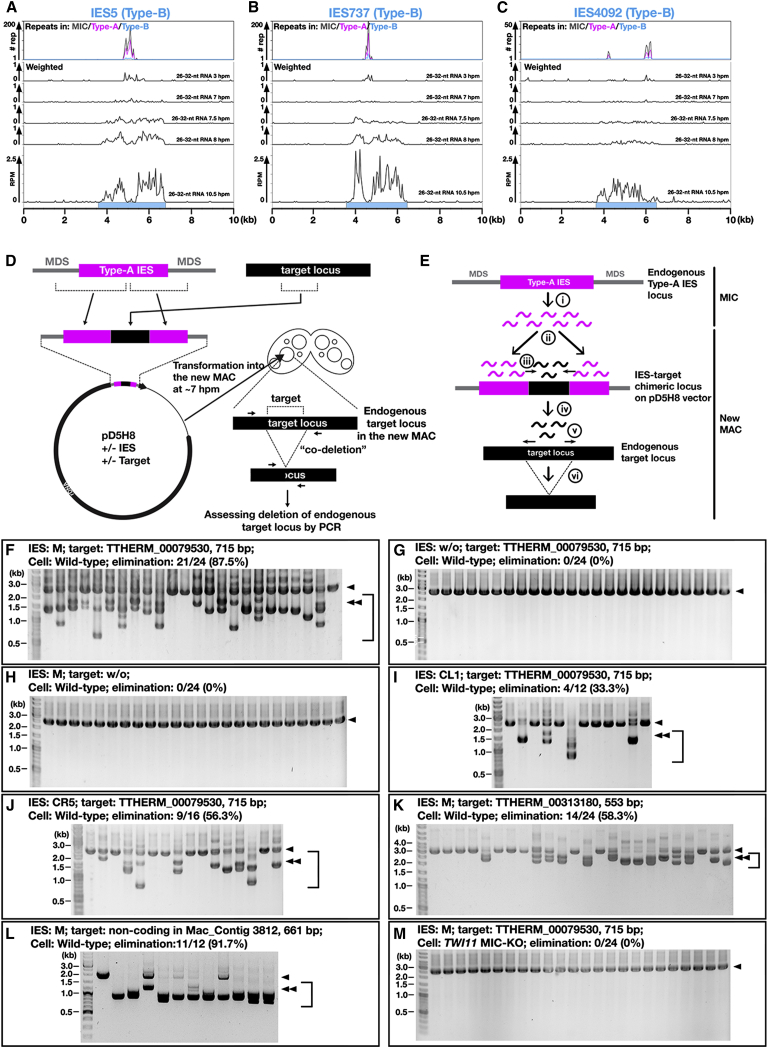
Co-deletion (A–C) Normalized and weighted numbers of sequenced total 26- to 32-nt small RNAs from wild-type cells at indicated time points mapping to the representative Type-B IES loci are shown as histograms with 50-nt bins. Sky-blue boxes indicate IESs. (D and E) Schematic drawings of the co-deletion (coDel) experiment (D) and of the hypothetical actions of scnRNAs in coDel (E). See the text for details. (F–M) Indicated IESs and target loci were cloned into the extra-chromosomal vector pD5H8 and introduced into the new MACs of conjugating wild-type (F–L) or *TWI11* MIC-KO (M) cells. Deletions at the endogenous target loci in progeny cells were analyzed by PCR as in (D). For the “w/o target” experiment (H), the TTHERM_00079350 locus was analyzed. The number of progeny lines showing any deletions at the endogenous target loci was determined. The arrowheads and brackets indicate PCR products from the target loci without or with deletions, respectively. The double arrowheads show the expected positions of PCR products from the target loci with deletions exactly corresponding to the target sequences. See also Figure S3.

**Figure 7:**
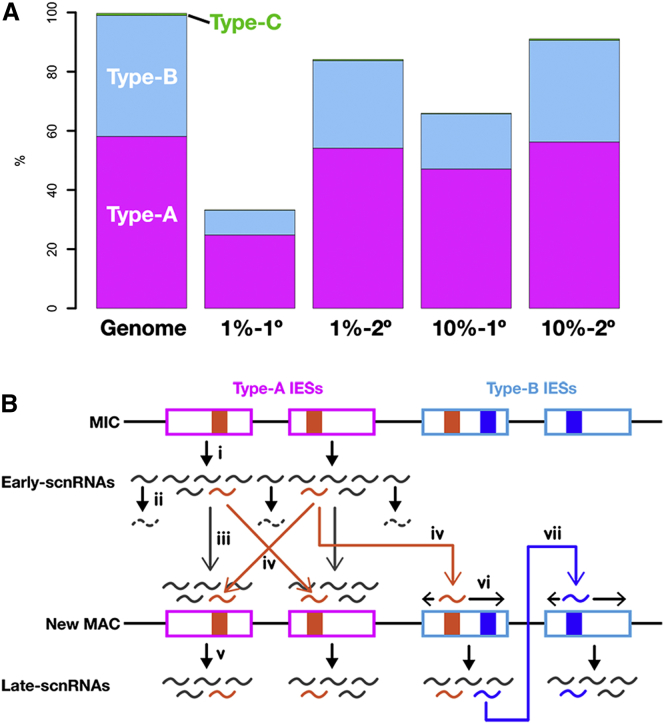
A *trans*-Recognition Network in IES Recognition (A) Results of a simulation of accidental loss of Early-scnRNA expression. See the text for details. The average fractions of 1° and 2° IESs in each condition, with three different sets of randomly chosen seed Type-A IESs (47 and 469 Type-A IESs for 1% and 10% seeds, respectively) are shown. (B) A model for IES recognition. Early-scnRNAs are expressed from Type-A IESs (magenta boxes) and their flanking sequences in the MIC (i), and the latter are degraded in the parental MAC (ii). In the new MAC, Early-scnRNAs recognize the Type-A IESs from which they are derived (iii) as well as other Type-A and Type-B (sky-blue boxes) IESs in *trans* (iv) through A-repeats (filled orange boxes) to trigger Late-scnRNA production (v). In an IES, regions producing Late-scnRNAs spread in *cis* (vi). Late-scnRNAs further *trans*-recognize other IESs (vii).

How the deposited data were processed for this re-analysis (not part of the article)

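Small RNAs of the scnRNA size class from conjugating Tetrahymena were analysed in 18 libraries, with 1 library per condition and no replicates. There were 6 libraries of total RNA from WT cells (3, 7, 7.5, 8, 10.5 and 12 hpm), 4 immunoprecipitates at 10.5 hpm and 8 libraries of total RNA from knockout cells. The samples were mapped to conditions by their labels and by the panels of the paper. For the HA-Twi11p IP the labels conflict, since the title names HA-Twi11p and the genotype HA-Twi1p, and the title was followed because the paper reports this IP.

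The authors mapped the first nucleotides of each read to the draft MIC genome, joined from the longest to the shortest supercontig, and kept the reads that mapped uniquely. For most libraries the deposited values are RPM, the reads in each 100-nt bin scaled to the total of uniquely mapped reads in the library. For WT at 3 and 7 hpm the authors averaged this signal over bins of 50 kb. For WT at 7.5 hpm the deposited signal covers 347.3 kb only, and for WT at 8 hpm it covers the whole genome in 100-nt bins. All values were whole multiples of 1 read, so the number of reads behind each library was computed from the size of that step. It ranged from 762732 in TWI1 MAC-KO to 25634106 in the HA-Twi11p IP, with a median of 17049594. The mapping and the selection of read lengths are part of the files and were not repeated, and reads with several places in the genome are not in the files analysed here.

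RPM per 100-nt bin was multiplied by 10 to give RPKM. B-regions were taken as the first 66 Mb of the joined genome, read by eye from Figure 1B, because supercontig lengths were not available. The IESs were those of Table S1 as given, 1998 IESs on supercontigs 1 to 26. The place of each supercontig was found by sliding its IESs along the profile of the HA-Twi11p IP, and the places differed by at most 100 nt between libraries. The search was tested on simulated profiles. The stretch of 7.5 hpm was placed in the same manner by its correlation with WT at 8 hpm. A bin belonged to an IES when at least 50% of it lay inside, and bins outside every IES were the non-IES sequence. Single IESs were named by a rule set before the processed files arrived, which took the IESs the paper names that are on supercontigs 1 to 26, the windows of Figures 1C and 1D, and the 3 highest bins of a library in which few bins hold much of the signal. The further IESs of the window of supercontig 1 are given as part of that window.

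The B-region share of reads was computed in bins of 50 kb and compared between 10.5 and 3 hpm as a log2 ratio, in WT, EZL1 MAC-KO and PDD1 MAC&MIC-KO. The density in Type-B IESs of each library at 10.5 hpm was compared with WT total RNA at 10.5 hpm in 9 comparisons. The enrichment of Type-B IESs over non-IES sequence was computed within each of the 15 libraries with 100-nt bins over the whole genome. It was tested with 1000 circular shifts of the IES positions, whose smallest p is 0.001, with Benjamini-Hochberg adjustment over the 15 libraries. A shift counted when its log2 ratio was at least as far from 0 as the observed value, in either direction. Relations across IESs were tested with 100000 permutations, whose smallest p is 1.0e-05, and IESs are not independent replicates. An IES counted as detected at 1 RPKM when it was longer than 300 bp. Ratios per IES used a pseudocount of 0.1 RPKM. Shares have 95% Wilson intervals, and ratios have 95% percentile intervals from 2000 bootstrap resamples (seed 1). The intervals cover the sampling of reads or the variation along the genome, and none covers the variation between cultures. The smallest signal visible in 1 bin was taken as 3 reads. The statistics were tested on simulated data before use. The scripts ran under Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

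Several steps differ from the design written before the processed files arrived. The bootstrap for B-region shares and for the ratio of A-region to B-region density resampled blocks of 1 Mb in place of supercontigs, whose lengths were not known. The correlation of the WT B-region share with time was left out, with its alternatives, because only 5 of the WT libraries cover B-regions and the correlation needed 6. EZL1 MAC-KO at 3 hpm served as the early library in the late to early index, as the design allowed when WT at 3 hpm did not resolve IESs. Whether an enrichment counted as past the threshold was decided by the circular-shift p at 0.05 and not by the bootstrap interval. This choice was made after the 2 had been seen to differ for EZL1 MAC-KO at 3 hpm, where the interval ran from 0.02 to 0.47 and p was 0.359. They also differ for PDD1 MAC&MIC-KO at 3 hpm, where the interval ran from 0.13 to 0.74 and the circular-shift p was 0.145. For supercontig 1 alone, blocks of 250 kb were resampled. The comparison of WT at 10.5 and 8 hpm, that of TWI1/TWI11 MIC-KO with WT at 12 hpm, the differences between genotypes in the change of B-region share, the relations across IESs and the trend of IES length over the types were added after the files had arrived.

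The alternatives set before the files arrived were scaling to A-region reads, medians in place of means, leaving out the highest 0.1% of bins of each library, stricter or looser rules for bins at IES edges, thresholds of 0.5 and 2 RPKM, all Type-B IESs whatever their length, supercontigs 1 to 26 in place of all B-regions, a pseudocount of 1 RPKM and PDD1 MAC&MIC-KO at 3 hpm as the early library. Alternatives added after the data had been seen were supercontig 1 alone, ends of B-regions at 60 and 70 Mb, leaving out the 0.1% of bins highest in TWI1 MAC-KO, and a threshold of 10 RPKM for Type-C IESs. Outlier checks were not possible with 1 library per condition. Repeat mapping, GC contents, IESs of A-regions and the co-deletion and elimination assays were left out because their inputs were not in the files analysed here.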

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

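The change of the B-region share between 3 and 10.5 hpm differed between genotypes. On the log2 scale the change in WT exceeded that in EZL1 MAC-KO by 0.9404 (95% bootstrap interval over blocks of 1 Mb, 0.7926 to 1.101) and that in PDD1 MAC&MIC-KO by 0.4867 (0.3659 to 0.6174). PDD1 MAC&MIC-KO in turn exceeded EZL1 MAC-KO by 0.4537 (0.3468 to 0.5605). The differences themselves were tested, but each genotype has 1 library per stage, so the intervals do not include variation between cultures, and this remains as an explanation for all 3. The first 2 differences are the contrast on which the paper bases its conclusion. The difference between the knockouts is not discussed in the paper.

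The higher density in Type-B IESs of PDD1 MAC&MIC-KO than of EZL1 MAC-KO cells at 10.5 hpm was examined further. Bins that are high in TWI1 MAC-KO may distort the shares, but without the 0.1% of bins highest in that library the difference between the knockouts was 0.41 (0.32 to 0.49), so these bins do not account for it. This prediction was made after the difference had been seen. Unmated cells in the culture were not tested. Conjugating wild-type cells in it would add a fixed part of the WT signal to every IES. A mixture with 9.9% of WT would give the mean signal observed, and 1000 simulated mixtures gave rank correlations with WT across Type-B IESs of 0.82 to 0.85, whereas the correlation observed was -0.03. The signal in PDD1 MAC&MIC-KO thus did not follow that of WT from IES to IES. A biological candidate explanation is that IESs which already carry Early-scnRNAs have more signal at 10.5 hpm without Pdd1p. Across 1195 Type-B IESs, the signal at 10.5 hpm rose with that at 3 hpm in the same strain (Spearman rho 0.40, permutation p = 1.0e-05, the smallest possible; 1.5e-05 after Benjamini-Hochberg adjustment over 6 relations). The same relation could arise if reads that map to an IES more easily are counted at both stages, and mappability could not be tested without the genome. It could also arise if Early-scnRNAs persist and are counted again at 10.5 hpm. In EZL1 MAC-KO the density in Type-B IESs was 0.77 RPKM at 3 hpm and 0.78 RPKM at 10.5 hpm. No early signal was subtracted for PDD1 MAC&MIC-KO, so the correlation cannot show that such IESs keep more Late-scnRNAs. Sequencing batches are not known for these libraries. The pattern therefore cannot be told apart from variation between cultures, and the relation with Early-scnRNAs is a hypothesis.

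In TWI1 MAC-KO, the highest 0.1% of 100-nt bins (1577 bins) held 66.3% of the reads (505615 of 762732), which the paper does not discuss. In the other libraries the highest 0.1% of their own bins held between 4.09% and 13.44%. Of these bins 638 lie on supercontigs 1 to 26, where 9, or 1.4%, are in IESs, although IESs fill 11.8% of the sequence. Too few reads in the library could concentrate the signal, but WT at 10.5 hpm thinned to the same number of reads had 10.2% in its own highest bins. A candidate explanation is RNA fragments that are not bound by Twi1p or Twi11p and that make up more of a library when scnRNAs are missing. The bins would then be poorer in IPs than in total RNA. They held at most 2.57% of an IP (ectopic FLAG-HA-Twi1p), against 4.66% of WT total RNA at 10.5 hpm and 7.20% at 12 hpm. The prediction named only these WT stages and was made after the pattern had been seen. WT at 8 hpm with 2.39%, TWI1/TWI11 MIC-KO at 12 hpm with 2.28% RDR1 MIC-KO with 1.91%, and EZL1 MAC-KO and PDD1 MAC&MIC-KO at 3 hpm with 1.33% and 1.44%, are total RNA libraries with smaller shares than that IP, so the separation is not general. What the bins contain was not examined, since genome and annotation were not among the inputs used here, and no biological explanation was tested.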

How the results depend on the processing

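Of 245 values under an alternative setting, 175 kept direction and side of the threshold or stayed within the limits set for a change, 58 moved, 5 changed sign, 3 passed the threshold newly and 4 no longer passed it. The results that kept their direction and their side of the test threshold in every alternative, though not always their size, were the rise of the B-region share in WT and PDD1 MAC&MIC-KO, the ratio to WT in Type-B IESs of every library but the IP of maternal and zygotic Twi1p, the changes over time in Type-B IESs, the enrichment in WT, the HA-Twi11p and ectopic IPs, TWI1/TWI11 MIC-KO, RDR1 MIC-KO and EZL1 MAC-KO, and the ratio of A-region to B-region density. Their sizes moved most for TWI1 MAC-KO, whose log2 ratio to WT went from -4.088 to -2.669 without the highest 0.1% of bins of each library and to -2.588 without the bins highest in TWI1 MAC-KO, both outside the main interval. Without the latter bins the rise of the B-region share in PDD1 MAC&MIC-KO went from 0.4473 to 0.2966. The rise in WT was not tested against this alternative, because WT at 3 hpm has bins of 50 kb only. The count of Type-C IESs went from 34 to 38 of 38.

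All changes of sign were in 2 results whose main interval includes 0. The change in B-region share of EZL1 MAC-KO, -0.006363, was 0.01363 without the highest 0.1% of bins of 50 kb, 0.1413 on supercontigs 1 to 26 and 0.03452 with B-regions ending at 60 Mb. Without the 0.1% of bins highest in TWI1 MAC-KO it was -0.1098, with an interval below 0. The ratio to WT of the IP of maternal and zygotic Twi1p, -0.008873, was 0.02849 scaled to A-region reads and 0.04107 as a median over IESs. Without the bins highest in TWI1 MAC-KO it was -0.04699, with an interval below 0 (-0.06082 to -0.0338). The main values lie close to 0, so small shifts change their sign, but on supercontigs 1 to 26 the interval of the EZL1 MAC-KO change, 0.02686 to 0.273, excludes 0, as does that of the IP scaled to A-region reads, 0.01467 to 0.04168. A small late rise in EZL1 MAC-KO therefore depends on which supercontigs are counted.

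On supercontig 1 alone, added after the data had been seen, the enrichment was 1.132 in the IP of maternal and zygotic Twi1p, 1.164 in that of maternal FLAG-HA-Twi1p, 1.244 in PDD1 MAC&MIC-KO at 10.5 hpm and -3.077 in TWI1 MAC-KO, and it no longer passed the threshold. The main values were 2.885, 1.216, 1.037 and -3.482 in the same order. The estimate fell most in the IP of maternal and zygotic Twi1p. It was nearly the same in the maternal IP, larger in PDD1 MAC&MIC-KO and less negative in TWI1 MAC-KO. With less sequence in supercontig 1, a lost threshold does not show that these results depend on the other supercontigs. For the IP of maternal and zygotic Twi1p, the log2 ratio to WT in Type-B IESs of supercontig 1 was -0.01123. WT total RNA had an enrichment of 3.244 there, so the gap between them lay in sequence outside IESs. The causes were not tested further. For PDD1 MAC&MIC-KO at 3 hpm the enrichment, 0.4174, was 0.4916 without the highest 0.1% of bins, and its permutation p went from 0.145 to 0.022.

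The share of reads inside IESs left its binomial interval, which is narrow at this depth, in nearly every alternative. Counting every bin that touches an IES kept it within the wider bootstrap interval over supercontigs. Leaving out high bins moved some libraries beyond that interval too. In WT at 12 hpm the bootstrap interval was 41.9% to 56.5%, and the share was 62.18% or 64.59% without high bins. In TWI1 MAC-KO the bootstrap interval was 1.6% to 3.2%, and the share was 10.34% without high bins. With every bin that touches an IES counted, it was 55.42% in WT at 8 hpm, 53.3% at 10.5 hpm and 49.18% at 12 hpm, 46.04% in the maternal and zygotic Twi1p IP, 52.48% in the maternal IP, 68.59% in the HA-Twi11p IP, 43.83% in the ectopic IP, 46.25% and 42.5% in TWI1/TWI11 MIC-KO at 10.5 and 12 hpm, 62.46% in RDR1 MIC-KO, 45.62% and 41.74% in EZL1 MAC-KO at 3 and 10.5 hpm, and 49.15% and 44.81% in PDD1 MAC&MIC-KO. Without the highest 0.1% of bins of each library, the values in the same order were 56.02%, 59.91%, 62.18%, 49.71%, 49.66%, 69.88%, 45.06%, 50.2%, 42.09%, 64.08%, 43.13%, 42.13%, 46.35% and 51.9%, and 10.34% in TWI1 MAC-KO. Without the bins highest in TWI1 MAC-KO they were 58.08%, 61.2%, 64.59%, 47.06%, 51.41%, 69.07%, 46.9%, 51.84%, 44.12%, 64.8%, 44.25%, 45.95%, 47.81% and 54.85%, and again 10.34%. Leaving bins out raised the share in most libraries, most of all in WT at 12 hpm, but lowered it in the maternal IP and in EZL1 MAC-KO and PDD1 MAC&MIC-KO at 3 hpm under both settings, so the direction differs between libraries.

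The number of detected Type-B IESs moved where densities lie near the threshold. At 0.5 RPKM it was 932 in the maternal IP, 584 in TWI1 MAC-KO, 432 and 395 in EZL1 MAC-KO at 3 and 10.5 hpm and 394 in PDD1 MAC&MIC-KO at 3 hpm. At 2 RPKM it was 98 in the maternal IP, 461 in TWI1/TWI11 MIC-KO at 12 hpm, 77 in TWI1 MAC-KO, 71 and 72 in EZL1 MAC-KO, and 61 and 334 in PDD1 MAC&MIC-KO at 3 and 10.5 hpm. The late to early index moved in 2 types at a pseudocount of 1 RPKM, down to 3.842 in B1 and 4.94 in B2 IESs.

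The WT correlation of B-region share with time and its 3 alternatives, leaving out each time point among them, were not run, because 5 libraries cover B-regions and 6 were needed. The depth limits TWI1 MAC-KO most, where 1 read in a 100-nt bin is 13.11 RPKM and 1679 reads cover all Type-B IESs, so single IESs cannot be judged there. The ends of B-regions at 60 and 70 Mb, supercontig 1 alone, the bins highest in TWI1 MAC-KO and the 10 RPKM threshold were chosen after the data had been seen, and the other settings before the processed files arrived.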

Differences from the paper's values

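The values that the paper states or shows for a measure also computed here are the length of the MIC genome and the mean lengths of the IES types, and none of them differed by more than the rule set for a difference.

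The following statements of the paper stand beside values that depart from them. The paper defines Type-C IESs by a signal under its RPKM threshold in HA-Twi11p-bound RNAs, and 34 of the 38 on supercontigs 1 to 26 were under 1 RPKM. At 2 RPKM, set before the files arrived, and at 10 RPKM, chosen after seeing the values, all 38 were under the threshold. The paper describes the B-region small RNAs of late stages as coming nearly only from IESs, and IESs held 55.2% of the reads of supercontigs 1 to 26 at 8 hpm, 53.0% at 10.5 hpm and 49.0% at 12 hpm. The highest share at any of these stages under an alternative was 64.59%, at 12 hpm without the 0.1% of bins highest in TWI1 MAC-KO, a setting chosen after seeing the values. All reads are counted in these shares, and no early signal was subtracted. In EZL1 MAC-KO at 3 hpm the share was already 45.3%. The shares therefore do not give the origin of the reads that appear only at late stages, to which the paper's statement refers. The paper reports that B-region small RNAs were absent from the IP of maternal FLAG-HA-Twi1p, and Type-B IESs there were enriched by 1.22 on the log2 scale, with a density that was lower than in WT total RNA (log2 ratio -3.398). On supercontig 1 alone, a setting chosen after seeing the values, the enrichment was 1.164 with a permutation p of 0.137. The paper describes PDD1 as needed for Late-scnRNAs, and PDD1 MAC&MIC-KO at 10.5 hpm had an enrichment of 1.04 and a log2 ratio to WT of -2.732. On supercontig 1 alone, chosen after seeing the values, that enrichment was 1.244 with a permutation p of 0.140. Across Type-B IESs the signal of PDD1 MAC&MIC-KO had a rank correlation of -0.03 with that of WT. It therefore cannot be read as a remainder of the WT Late-scnRNAs. The paper calls Late-scnRNAs of RDR1 MIC-KO normal, and their log2 ratio to WT was 0.4857, with no alternative under which the interval included 0. These intervals leave out variation between cultures, with 1 library per genotype, so the value does not contradict the paper. The paper describes HA-Twi11p-bound RNAs as relatively evenly spread, in contrast to total RNA. Their density in A-regions was 1.48 times that in B-regions, against 3.19 times in WT total RNA. This departs from a fully even spread but not from the contrast that the paper draws. The paper describes IESs of B-regions as no source of scnRNAs in early stages, and across the 932 bins of 50 kb on supercontigs 1 to 26 the density in WT rose with the part of the bin filled by Type-A IESs, with a Spearman correlation of 0.50 at 3 hpm and 0.47 at 7 hpm, whereas for Type-B IESs in the 508 bins without Type-A IESs it was 0.02 and 0.10.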

Other observations

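The late to early index of each IES was computed as the log2 ratio of the HA-Twi11p IP to total RNA of EZL1 MAC-KO at 3 hpm, since the Twi1p IP at 3 hpm used by the paper is not in the files analysed here and WT at 3 hpm does not resolve IESs. The medians were -0.47 in A1, 1.94 in A2, 3.54 in A3, 4.86 in B1 and 6.67 in B2 IESs, and each type differed from the next in a permutation test across IESs (p = 1.0e-05, the smallest possible, in each of 4 comparisons). The ratio itself was at most 10 in 97.5% of A1, 86.2% of A2, 43.1% of A3, 8.4% of B1 and 2.0% of B2 IESs. The numerator is the library from which the types were made, so an ordering of this kind is partly built in.

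In TWI1/TWI11 MIC-KO at 10.5 hpm the log2 ratio to WT varied across Type-B IESs with an interquartile range of 1.05. Sampling noise gave at most 0.20 in 1000 simulated libraries with a common ratio, so depth alone does not produce this spread. The median was -0.71 in B1 and -1.12 in B2 IESs. IESs with more Early-scnRNA signal (EZL1 MAC-KO at 3 hpm) kept more (Spearman rho 0.36 across 1195 IESs, permutation p = 1.0e-05, the smallest possible). Early-scnRNA reads counted inside the knockout library could produce this relation, but after subtraction of the EZL1 MAC-KO signal at 10.5 hpm from both libraries the correlation was still 0.30. Longer IESs also kept more (rho 0.27). The partial rank correlation was 0.28 for Early-scnRNA signal given length and 0.15 for length given Early-scnRNA signal, so neither replaces the other. All predictions for this pattern were made before the tested statistic was computed, though after a few single IESs had been seen. A hypothesis is that IESs with more uniquely mapped Early-scnRNAs of their own may depend less on zygotic Twi1p and Twi11p. The paper proposes that Early-scnRNAs reach Type-B IESs through A-repeats. Reads with several places in the genome are not in these values, so the relation does not tell which IESs are reached in that way. IES length remains as an alternative, and differences in mappability and between cultures could not be tested.

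Type-B IESs of RDR1 MIC-KO at 10.5 hpm lay above WT by 0.4857 on the log2 scale (95% bootstrap interval over supercontigs 0.4118 to 0.5424). Without the 0.1% of bins highest in TWI1 MAC-KO the value was 0.4446 (0.3707 to 0.5013), so these bins are not the cause. A later stage of the culture could raise the density, but in WT it changed by -0.1532 from 10.5 to 12 hpm and did not rise. With 1 library per genotype and stage, variation between cultures cannot be told apart from an effect of the knockout. The 3 predictions were made after the ratio had been seen.

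The IP of maternal FLAG-HA-Twi1p held 1.26 RPKM in Type-B IESs, against 0.78 RPKM in EZL1 MAC-KO total RNA at 10.5 hpm. Carry-over of Late-scnRNAs from other Argonaute complexes is a candidate explanation, and it predicts that the IP follows the HA-Twi11p IP across IESs. The partial rank correlation with the HA-Twi11p IP given EZL1 MAC-KO was 0.70, and 1.26% of the HA-Twi11p IP added to EZL1 MAC-KO would give the reads observed. A small amount of true loading onto maternal Twi1p predicts the same relation, so the test does not separate carry-over from binding.

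The axes of the paper's genome-wide panels are given in RPKM and end near 4. In WT at 3 hpm, 39.8% of the bins of 50 kb, and 62.2% of the A-region bins, lie above 4 RPKM, but only 1.4% lie above 4 in the unit of the deposited files, RPM per 100 nt. The axes may therefore show the deposited unit, which is smaller than RPKM by a factor of 10. The prediction was made after the axes and values had been seen. Read in that unit, the threshold of 1 that defines Type-C IESs would be 10 RPKM, yet 388 of the 1777 IESs of Type A or Type B are under 10 RPKM in the HA-Twi11p IP and only 26 are under 1 RPKM. The threshold of the classification is therefore read as true RPKM here, and no biological explanation applies to a unit.

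Type-B IESs also differed in how much of their signal at 10.5 hpm was already present at 8 hpm in WT, with an interquartile range of 0.97 on the log2 scale. The hypothesis that IESs which depend less on zygotic Twi1p and Twi11p come first was not borne out. The rank correlation between the 8 hpm ratio and the log2 ratio of TWI1/TWI11 MIC-KO to WT was 0.05 (permutation p = 1.1e-01; 1.4e-01 after Benjamini-Hochberg adjustment over 6 relations). With WT at 12 hpm as the denominator the rank correlation across the 1195 IESs was -0.03 (permutation p = 3.5e-01), a check of a shared denominator that became moot because no relation had been found. Both predictions were made before the test.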
